# Maspin Modulates Malignant Phenotypes Depending on Subcellular Localization in Pancreatic Ductal Adenocarcinoma Cell Lines

**DOI:** 10.3390/cancers18111815

**Published:** 2026-06-01

**Authors:** Hirotoshi Mochida, Tomohiko Sakabe, Takayuki Shingu, Karen Makishima, Yoshihisa Umekita

**Keywords:** pancreatic ductal adenocarcinoma, mammary serine protease inhibitor, subcellular localization, ErbB signaling pathway

## Abstract

**Background/Objectives**: Mammary serine protease inhibitor (maspin) was originally identified as a tumor suppressor gene, as loss of its expression in breast cancer cell lines promotes invasiveness and tumorigenicity. In contrast, normal pancreatic ductal epithelium does not express the maspin protein, and its expression frequency increases as pancreatic intraepithelial neoplasia (PanIN) progresses to pancreatic ductal adenocarcinoma (PDAC). We have previously reported that cytoplasmic-only localization of maspin (cytMaspin) is an independent indicator of poor prognosis in patients with PDAC. However, the functional role of maspin in PDAC remains unclear. **Methods**: We investigated the subcellular localization and biological function of maspin in PDAC cell lines using Western blotting, immunofluorescence, RNA-seq, wound-healing assays, and invasion assays. **Results**: Endogenous maspin was detected in most PDAC cell lines, and RNA-seq was performed in S2-007 (panMaspin; nuclear and cytoplasmic localization of maspin) and S2-028 (cytMaspin), which were derived from the same parental cell line (SUIT-2). The invasive capability of S2-028 cells (cytMaspin) was higher than that of S2-007 cells (panMaspin), showing upregulation of the ErbB family and axon-guidance pathways. Furthermore, maspin overexpression in PANC-1 and S2-020 cells resulted in panMaspin and cytMaspin, respectively. PANC-1 cells overexpressing maspin showed decreased invasive capability via suppression of HER2 expression and Akt activation. **Conclusions**: Although maspin expression has generally been considered an unfavorable prognostic indicator in patients with PDAC, our findings suggest that its biological effects may differ depending on its subcellular localization. Specifically, nuclear localization is linked to less aggressive phenotypes, whereas cytoplasmic localization is associated with more malignant behavior.

## Simple Summary

Mammary serine protease inhibitor (maspin) is widely known as a tumor suppressor protein; however, we previously reported that cytoplasmic-only maspin (cytMaspin) expression in patients with pancreatic ductal adenocarcinoma (PDAC) is an independent unfavorable prognostic indicator. This study aims to elucidate the cellular function of maspin in PDAC, with a particular focus on its subcellular localization. We found that the PDAC cell line showing cytMaspin expression (S2-028) exhibited increased invasive capability and ErbB family signaling pathway activity compared with a cell line (S2-007) expressing nuclear and cytoplasmic maspin (panMaspin), both of which were derived from the same parent cell line (SUIT-2). We then established two PDAC cell lines stably overexpressing maspin (PANC-1, panMaspin, and S2-020, cytMaspin), showing decreased and increased migration capabilities, respectively, compared with control cell lines. These findings suggest that the biological effects of maspin in PDAC may differ depending on its subcellular localization.

## 1. Introduction

Pancreatic cancer has one of the poorest prognoses among malignancies worldwide, with a five-year relative survival rate of approximately 13% [1]. Epidemiological forecasts suggest that pancreatic cancer will rise to the second leading cause of cancer-related mortality in the United States by 2030 [2]. Pancreatic cancer is often diagnosed at an advanced stage, with low resectability and poor responsiveness to treatment, because early detection of lesions is difficult [3]. Therefore, elucidating the molecular mechanisms underlying pancreatic carcinogenesis and the relevant biological functions is imperative. Among pancreatic malignancies, pancreatic ductal adenocarcinoma (PDAC) accounts for the largest proportion based on the histopathological subtype [4]. PDAC and its precursor lesions, pancreatic intraepithelial neoplasia (PanIN), harbor several genetic alterations, including mutations in *HER2/neu*, *KRAS*, *p16*, *TP53*, *DPC4*, and *BRCA2* [5]. Despite active investigations into targeted therapies against these genes, the clinical results remain unsatisfactory, underscoring the need to identify novel molecular targets.

Mammary serine protease inhibitor (maspin) was originally identified as a tumor suppressor that inhibits tumor cell invasion, motility, and angiogenesis [6,7,8]. In several tissues, such as the breast [6] and prostate [9], normal epithelial cells express maspin protein, and its expression is often downregulated during carcinogenesis. In contrast, normal human pancreatic duct epithelial (HPDE) cells do not express maspin in the pancreas, whereas PDAC cells generally express maspin [10]. Higher maspin methylation was detected in normal HPDE cell lines than in normal mammary epithelial cell lines [11]. In addition, Maass et al. reported that almost all PDAC and PanIN grade 3 cases showed maspin expression, whereas maspin expression was absent in normal HPDE, ductal hyperplasia without dysplasia, and low-grade PanIN cases, suggesting that maspin expression differs from that in breast cancer, gastric cancer, and melanoma [12].

We previously reported, based on immunohistochemical studies of resected specimens of breast [13], lung [14], and pancreatic cancer [15], that patients whose tumors expressed maspin only in the cytoplasm (cytMaspin) had a poorer prognosis. Cao et al. reported that most PDAC cases showed maspin overexpression and that these patients had worse prognoses than cases lacking maspin expression, based on 223 surgically resected clinical specimens [10]. In addition, no significant difference in overall survival (OS) was detected between cytMaspin cases and cases with nuclear and cytoplasmic maspin expression (panMaspin). In contrast, we have reported that patients with cytMaspin expression showed a significantly shorter OS than patients with panMaspin in 92 surgically resected PDAC specimens [15]. In addition, nuclear localization of maspin has been reported to be essential for its tumor-suppressive function in certain human mammary carcinoma cell lines [16].

Thus, we hypothesized that panMaspin may be associated with tumor-suppressive function, whereas cytMaspin may be correlated with tumor aggressiveness in PDAC. The present study aimed to elucidate the functional role of maspin, which is dependent on its subcellular localization, in multiple pancreatic cancer cell lines.

## 2. Materials and Methods

### 2.1. Cell Culture, Reagents and Treatments

The immortalized human normal HPDE cell line H6c7 (HPDE6-E6E76c7) was purchased from Kerafast (Boston, MA, USA) and maintained in Keratinocyte SFM (Thermo Fisher Scientific, Waltham, MA, USA) containing 5 ng/mL EGF and 50 µg/mL bovine pituitary extract.

Human PDAC cell lines were obtained from the RIKEN BioResource Research Center (Ibaraki, Japan) (PANC-1), the Japanese Collection of Research Bioresources Cell Bank (Osaka, Japan) (MIA PaCa-2), the American Type Culture Collection (Manassas, VA, USA) (Capan-1, PSN-1, BxPC-3, AsPC-1, and HPAF-II), and Cell Resource Center for Biomedical Research, Institute of Development, Aging and Cancer, Tohoku University (Tohoku, Japan) (SUIT-2, S2-CP8, S2-VP10, S2-007, S2-013, S2-020, and S2-028), respectively.

PANC-1, PSN-1, BxPC-3, AsPC-1, and HPAF-II cells were maintained in Roswell Park Memorial Institute 1640 (RPMI1640; Thermo Fisher Scientific). Capan-1 cells were maintained in Iscove’s Modified Dulbecco’s Medium (IMDM; Thermo Fisher Scientific, Waltham, MA, USA). MIA PaCa-2, SUIT-2, S2-CP8, S2-VP10, S2-007, S2-013, S2-020, and S2-028 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Thermo Fisher Scientific, Waltham, MA, USA).

Only the medium for Capan-1 cells was supplemented with 20% heat-inactivated fetal bovine serum (FBS; Biological Industries, Cromwell, CT, USA), whereas all other media were supplemented with 10% FBS. All cell lines were maintained at 37 °C in a humidified incubator with 5% CO_2_ under standard culture conditions.

### 2.2. Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was extracted from PDAC cell lines cultured in six-well plates using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, USA). Complementary DNA (cDNA) was subsequently synthesized from the isolated RNA using the High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific, Waltham, MA, USA). Quantitative real-time PCR analysis was performed on a LightCycler 96 System (Roche Diagnostics, Mannheim, Germany) using TaqMan Gene Expression Master Mix (Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s protocol. Details of the primer and probe sets employed in this study are provided in Supplementary Table S1. Relative mRNA expression levels were normalized to *ACTB*, which served as the endogenous control. Three independent experiments were conducted.

### 2.3. Transient Maspin Knockdown by Adenoviral shRNA

Transient knockdown of maspin was performed using adenoviral vectors expressing short hairpin RNAs (shRNAs) targeting human maspin or a non-targeting scrambled control. All vectors were custom-generated by VectorBuilder Inc. (Chicago, IL, USA). The scrambled control vector was sh-Scramble, and the two maspin-targeting vectors were shMaspin-1 and shMaspin-2. S2-007 cells were infected with adenoviral vectors at a multiplicity of infection of 250 under standard culture conditions for 24 h. After infection, the culture medium was replaced every 48 h.

### 2.4. Western Blotting

Cells were lysed in radioimmunoprecipitation assay buffer (Fujifilm Wako Pure Chemical Corporation, Osaka, Japan) supplemented with protease and phosphatase inhibitors (Merck Millipore, Billerica, MA, USA). For cell lines expressing endogenous maspin, proteins were fractionated into subcellular components using the Subcellular Protein Fractionation Kit for Cultured Cells (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. Protein concentrations were quantified using the XL-Bradford assay (APRO Science, Tokushima, Japan), and equivalent amounts of protein were loaded into each lane using a Hamilton syringe to minimize loading variability. Proteins were resolved by sodium dodecyl sulfate–polyacrylamide gel electrophoresis using 7.5–12.5% gels and subsequently transferred onto 0.45 µm polyvinylidene fluoride membranes. After transfer, membranes were cut based on molecular weight markers and probed separately with the indicated primary antibodies. After blocking for 90 min in 5% ECL Prime blocking agent (Cytiva, Tokyo, Japan), the membranes were incubated with the primary antibodies overnight at 4 °C. The primary antibodies used are listed in Supplementary Table S2.

Horseradish peroxidase-conjugated anti-mouse IgG or anti-rabbit IgG (both at a 1:30,000 dilution; Cell Signaling Technology, Danvers, MA, USA) were used. Primary antibodies against the ErbB family, phosphorylated Akt, and total Akt were diluted in Can Get Signal Immunoreaction Enhancer Solution 1, whereas the respective secondary antibodies were diluted in Solution 2 (TOYOBO, Osaka, Japan). All other antibodies were diluted in 5% ECL Prime blocking agent. After immunodetection, bound antibodies were removed using Stripping Solution (Fujifilm Wako Pure Chemical Corporation, Osaka, Japan), when required, to allow the same membrane to be reprobed with different antibodies. All assays were performed in at least three independent experiments. Signal intensities of total protein were normalized against β-actin, whereas phosphorylation levels were normalized against their corresponding total protein levels.

Immunoreactive signals were detected using the ECL Prime Western Blotting Detection Reagent (Cytiva, Tokyo, Japan), visualized with the Amersham ImageQuant 800 (Cytiva), and quantified using ImageJ/Fiji software (ver. 1.53k).

### 2.5. Establishment of PDAC Cell Lines Overexpressing Maspin

The procedures for generating lentiviral expression plasmids (pLenti/ZsGreen and pLenti/maspin-ZsGreen) and viral vectors have been described previously [17]. Lentiviral transduction was performed at a multiplicity of infection of 25 for PANC-1 and MIA PaCa-2 cells and 100 for PSN-1 and S2-020 cells. Stable integrants were selected by culturing cells in medium containing 10 µg/mL blasticidin (Fujifilm Wako Pure Chemical Corporation, Osaka, Japan). The following cell lines were established by pooling clones that survived in the presence of blasticidin: PANC-1-control (PANC-1-ctrl), PANC-1-maspin (PANC-1-masp), MIA PaCa-2-control (MIA PaCa-2-ctrl), MIA PaCa-2-maspin (MIA PaCa-2-masp), PSN-1-control (PSN-1-ctrl), PSN-1-maspin (PSN-1-masp), S2-020-control (S2-020-ctrl), and S2-020-maspin (S2-020-masp).

### 2.6. Immunofluorescence

All cell lines were cultured on Nunc Lab-Tek II 8-well chamber slides (Thermo Fisher Scientific, Waltham, MA, USA) and incubated overnight at 37 °C in a humidified incubator with 5% CO_2_. Samples were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) for 15 min, followed by permeabilization with ice-cold 100% methanol at −20 °C for 10 min and subsequent treatment with 0.2% Triton-X in PBS for 5 min at room temperature (RT).

Non-specific binding was blocked by incubation with 3% bovine serum albumin in PBS at RT for 60 min. Samples were incubated with an anti-maspin primary antibody diluted in PBS at 4 °C overnight, followed by incubation with Alexa Fluor 488- (for endogenous maspin-positive cells) or Alexa Fluor 647 (for stable maspin-overexpression cells to avoid co-staining with ZsGreen)-conjugated secondary antibodies (Thermo Fisher Scientific, Waltham, MA, USA) at RT for 60 min. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole at RT for 15 min. Autofluorescence was quenched using the Vector True View Autofluorescence Quenching Kit (Funakoshi Frontiers in Life Science, Tokyo, Japan), after which the samples were mounted with ProLong Diamond Antifade Mountant (Thermo Fisher Scientific, Waltham, MA, USA) to obtain slides. Fluorescence images were acquired using a Zeiss LSM780 confocal microscope (Carl Zeiss, Baden-Württemberg, Germany). Three independent experiments were conducted.

For evaluation of maspin subcellular localization, panMaspin- or cytMaspin-positive cells were counted at ×400 magnification in three randomly selected fields (*n* = 3), and the ratios were calculated.

### 2.7. Proliferation Assay

Cell Counting Kit-8 (DOJINDO Laboratories, Kumamoto, Japan) was used to assess the proliferation of PDAC cell lines according to the manufacturer’s protocol. For each cell line, the following number of cells were seeded into 96-well plates: PSN-1, 5.0 × 10^3^ cells/well; MIA PaCa-2 and S2-020, 7.5 × 10^3^ cells/well; and PANC-1, 1.0 × 10^4^ cells/well. After culturing in standard culture medium, 10 μL of CCK-8 reagent was added per 100 μL culture medium.

Cells were further incubated at 37 °C in a humidified atmosphere with 5% CO_2_ for 30 min (MIA PaCa-2), 50 min (S2-020), and 60 min (PANC-1 and PSN-1). Cell proliferation was assessed by quantifying optical density at 450 nm using an Infinite M Nano microplate reader (TECAN, Männedorf, Switzerland). Measurements were taken at 6, 24, 48, and 72 h post-seeding. Three independent experiments were conducted.

### 2.8. Cell Invasion Assay

Following 24 h of serum deprivation, PDAC cell lines were introduced into the upper compartments of transwell inserts (8 µm pore size) placed in 24-well plates, with serum-free medium maintained in the upper chambers. The lower compartments were filled with IMDM supplemented with 20% heat-inactivated FBS to establish a chemoattractant gradient.

Cells were allowed to invade for 48 h under standard culture conditions. At the end of the incubation period, cells remaining on the upper surface of the membranes were carefully removed with cotton swabs. The membranes were subsequently fixed in 4% paraformaldehyde for 15 min, and cells that had traversed the membrane were visualized by crystal violet staining using the QCM ECMatrix Cell Invasion Assay kit (24-well, 8 µm; Merck Millipore, Billerica, MA, USA) according to the manufacturer’s protocols.

Entire membrane surfaces were imaged using a BZ-X800 all-in-one fluorescence microscope (KEYENCE, Osaka, Japan), and invaded cells were quantified using ImageJ/Fiji software (version 1.53k). Three independent experiments were conducted.

### 2.9. Cell Migration Assay

Stable PDAC cell lines were exposed to mitomycin C (10 µg/mL) for 2 h to inhibit cell proliferation. The treated cells were then placed into culture inserts of the ibidi Culture-Insert 2 Well in µ-Dish^35mm^, high ibiTreat (ibidi GmbH, Gräfelfing, Germany) and maintained overnight at 37 °C in a humidified atmosphere containing 5% CO_2_.

Following cell attachment, the culture inserts were gently removed using flame-sterilized tweezers, and the dishes were replenished with complete culture medium and further incubated. Images were obtained using an IX73 inverted microscope (Olympus Corporation, Tokyo, Japan) at 0 and 12 h (PANC-1-ctrl, PANC-1-masp, PSN-1-ctrl, and PSN-1-masp), and 36 h (MIA PaCa-2-ctrl, MIA PaCa-2-masp, S2-020-ctrl, and S2-020-masp) after incubation.

The wound area was measured using the *Wound_healing_size_tool* plugin [18] in ImageJ/Fiji software. Wound closure was determined by normalizing the wound area at each time point to the initial gap area at 0 h and calculated using the following equation: Wound closure (%) = [(wound area at 0 h − wound area at time x)/wound area at 0 h] × 100. For all experiments, at least three independent experiments were conducted.

### 2.10. Transcriptome Analysis (RNA-Seq)

Total RNA was extracted from S2-007 and S2-028 cells using the RNeasy Mini Kit (QIAGEN, Valencia, CA, USA) according to the manufacturer’s protocols. Purified RNA samples were submitted to Eurofins Genomics (Tokyo, Japan) for RNA-Seq analysis. Following poly (A) enrichment, RNA was fragmented and reverse-transcribed into cDNA using random primers. Strand-specific mRNA libraries were constructed using adapter ligation and fragmentation. RNA-Seq was performed on a NovaSeq 6000 platform (Illumina, San Diego, CA, USA).

Raw sequencing reads were quality-filtered using Trimmomatic software (ver. 0.39) and aligned to the human reference genome (GRCh38.p14) using BWA (ver. 0.7.17). Gene-level read counts were normalized using the trimmed mean of M-values method, a process performed with the aid of EdgeR software (ver.4.3.1). Following this, statistical analysis was conducted using a likelihood ratio test, and genes with a false discovery rate-adjusted *p* < 0.05 were considered statistically significant. In the comparison of S2-028 with S2-007, genes with log2 (fold change) ≥ 0.585 or ≤−0.585 were defined as upregulated and downregulated genes, respectively. The RNA-seq datasets generated by Eurofins have been deposited in the NCBI Gene Expression Omnibus under accession number GSE314358. To gain insight into the biological functions of the differentially expressed genes (DEGs), gene ontology (GO) and biological process (BP) analyses, as well as Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses, were conducted using the Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://davidbioinformatics.nih.gov/, accessed on 29 April 2026). To this end, DEGs were subjected to a series of analyses, including tree mapping, to elucidate their biological functions. This analysis was facilitated by the online Reduce & Visualize Gene Ontology (REViGO, http://revigo.irb.hr/, accessed on 29 April 2026) tool.

### 2.11. Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA) was performed using GSEA software (version 4.4.0 for Windows) obtained from the Molecular Signatures Database (MSigDB). RNA sequencing (RNA-seq) data derived from S2-007 and S2-028 cell lines (*n* = 3 per group) were analyzed to identify pathways differentially enriched between the two conditions.

Gene sets were obtained from the KEGG Medicus collection (c2.cp.kegg_medicus.v2026.1.Hs.symbols.gmt) available in MSigDB. Genes were ranked according to the signal-to-noise ratio metric implemented in the GSEA algorithm. Enrichment scores were calculated for each gene set, and statistical significance was assessed using phenotype-based permutation testing with 1000 permutations. The enrichment scores were normalized to generate normalized enrichment scores (NES), and multiple hypothesis testing was controlled using the false discovery rate (FDR). Gene sets with an FDR q-value < 0.25 were considered significantly enriched. The detailed GSEA results are provided in Supplementary Table S3.

### 2.12. Statistical Analysis

Data are presented as the mean ± standard deviation. Statistical differences between group means were assessed using Student’s *t*-test and Dunnett’s test. Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. The Expression Status and Subcellular Localization of Maspin in PDAC Cell Lines

To determine the expression levels of maspin in PDAC cell lines, whole-cell lysates were analyzed using Western blotting. Among the 15 cell lines, including the normal HPDE cell line H6c7, maspin protein expression was suppressed in PANC-1, MIA PaCa-2, and PSN-1, and was only weakly detected in S2-020. Conversely, maspin expression was observed in the remaining 11 cell lines, including H6c7 cells (Figure 1A).

Immunofluorescence (IF) staining revealed that maspin was predominantly expressed in the cytoplasm (cytMaspin) in AsPC-1 and S2-028, whereas it was detected in both the nucleus and cytoplasm (panMaspin) in H6c7 and the other PDAC cell lines (Figure 1B). Furthermore, the results of the Western blot analysis of protein samples fractionated into nuclear and cytoplasmic components were consistent with those obtained from IF staining (Figure 1C,D). Notably, none of the cell lines exhibited nuclear predominant subcellular localization of maspin.

These results suggest that the subcellular localization of maspin in PDAC cell lines is predominantly panMaspin in most cell lines, whereas some cell lines exhibit suppressed expression or a shift toward cytoplasmic-predominant localization.

### 3.2. Differences in Cell Proliferative and Invasive Capability Between S2-007 and S2-028 Cell Lines

S2-007 and S2-028 cell lines are highly invasive sublines derived from the parental SUIT-2 cell line [19,20]. To investigate the biological differences between the two cell lines exhibiting different subcellular localizations of maspin, we compared their proliferative and invasive capabilities. As shown in Figure 2A, the proliferative capability of S2-028 cells was significantly higher than that of S2-007 cells (*p* < 0.05). Furthermore, the invasive capability of S2-028 cells was significantly greater than that of S2-007 cells, consistent with their proliferative capability (*p* < 0.05) (Figure 2B,C).

### 3.3. Functional Effects of Transient Maspin Knockdown in S2-007 Cells

To complement the gain-of-function analyses, transient loss-of-function experiments were performed using adenoviral shRNA vectors targeting maspin in endogenous maspin-positive PDAC cell lines. Quantitative real-time PCR demonstrated a significant reduction in maspin mRNA expression in both S2-007 cells transduced with two independent shRNAs (shMaspin-1 and shMaspin-2), compared with the scramble control (Supplementary Figure S2). Consistent with these findings, Western blot analysis confirmed a decreased maspin protein expression in both cell lines following shRNA-mediated knockdown (Figure 2D,E). In S2-007 cells, invasion assays showed significantly increased invasive capability following maspin suppression (Figure 2F). In addition, wound-healing assays revealed significantly enhanced migratory activity after maspin knockdown compared with sh-Scrambled controls (Figure 2G).

These findings suggest that endogenous panMaspin may contribute to the suppression of invasive and migratory phenotypes in the S2-007 cell line.

### 3.4. Comparison of Gene Expression Profiles in PDAC Cell Lines with Different Subcellular Localizations of Maspin

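RNA from S2-007 and S2-028 cells was sequenced as 3 libraries per line. Both lines are sublines of SUIT-2, a human pancreatic cancer cell line, and S2-007 carries maspin in the nucleus and the cytoplasm whereas S2-028 carries it in the cytoplasm. The libraries were strand-specific and made from RNA selected for a poly(A) tail. The authors trimmed the reads with Trimmomatic, aligned them to the human genome GRCh38.p14 with BWA and deposited the number of reads mapped to each gene, without normalization. How reads on several genes or on the opposite strand were counted is not given in the paper's text. The counts covered 42717 genes. The total count was between 71040887 and 75136834 in the 3 S2-007 libraries, with a median of 72534872, and between 60328748 and 61800271 in the 3 S2-028 libraries, with a median of 61237397. The 10 genes with the most counts took between 4.29% and 4.62% of the counts of each of these 6 libraries. The deposited table also held 3 libraries of S2-020, a further subline of SUIT-2, which were left out of the comparison of S2-028 with S2-007. Counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test over the 26371 genes that its expression filter kept. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 0.585 in either direction. The choice of test, normalization and filter could change these numbers. Libraries of the same line were closer to each other than libraries of different lines. Pearson's r of the log2 CPM (counts scaled to library size) across genes, which are not independent replicates, was between 0.976 and 0.981 within a line and between 0.949 and 0.951 across the 2 lines. SERPINB5, the gene of maspin (NCBI gene 5268), lies on chromosome 18 from 63476958 to 63505085 of GRCh38.p14. Its normalized CPM was 214 ± 9.18 (SD, n = 3 libraries) in S2-007 and 27.6 ± 2.73 (SD, n = 3) in S2-028. The log2 fold change in S2-028 was -2.93 (standard error 0.0740, adjusted p = 1.35e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -3.01 and -2.89 with each library left out in turn.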

Transcriptome analysis was conducted on S2-007 (panMaspin) and S2-028 cells (cytMaspin), sublines established from the same parent SUIT-2 cell line [19], to investigate the gene expression profiles in cell lines exhibiting different subcellular localizations of maspin. 

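The comparison of the 3 S2-028 libraries with the 3 S2-007 libraries called 4858 DEGs, which is 18.4% of the 26371 genes tested. An adjusted p under 0.05 alone was reached by 8927 genes. For 4759 of the 4858 DEGs (98.0%), every library of one line lay above every library of the other. With 3 libraries against 3 chance gives this to 10% of genes, but DEGs are picked for such differences, so the share only describes them. The biological coefficient of variation between libraries of a line was 0.159. Among the other settings tried, a test against a 1.5-fold change as the null hypothesis moved the number most, to 2977 DEGs. With each library left out in turn, between 4641 and 4828 DEGs were called.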

A total of 5012 genes were identified as significant DEGs between S2-007 and S2-028 cells. Of these genes, 2778 and 2234 genes were significantly upregulated and downregulated, respectively (Supplementary Table S3, Supplementary Figure S3A). 

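In the deposited counts, 2697 of the DEGs (55.5%) were upregulated in S2-028 and 2161 were downregulated. With a library left out, the upregulated DEGs numbered between 2524 and 2660 and the downregulated DEGs between 2004 and 2281. Among DEGs with a mean log2 CPM of at least 3 and no overlap between the lines, the largest increases were those of ZPLD1, VGLL1 and RIPOR3. ZPLD1 (NCBI gene 131368) had 87.2 ± 9.39 normalized CPM (SD, n = 3) in S2-028 and 0.109 ± 0.0987 in S2-007, a log2 fold change of 9.64 (standard error 0.196, adjusted p = 5.30e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of VGLL1 and RIPOR3 were 9.46 (standard error 0.268) and 7.99 (standard error 0.150). With each library left out in turn, ZPLD1 lay between 9.19 and 10.62, VGLL1 between 8.91 and 10.37 and RIPOR3 between 7.79 and 8.22. The largest decreases were those of CLRN3, TMEM176B and LGALS4. LGALS4 (NCBI gene 3960) fell from 209.6 ± 4.71 (SD, n = 3) to 0.161 ± 0.142 normalized CPM, a log2 fold change of -10.31 (standard error 0.163, adjusted p = 1.32e-20 from the same test), between -11.31 and -9.95 with each library left out. CLRN3 and TMEM176B were at or under 3 counts in every S2-028 library. Set against that floor, CLRN3 was at least 447-fold lower and TMEM176B at least 555-fold lower in S2-028.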

Gene ontology analysis of these DEGs revealed that the upregulated genes in the S2-028 cells were enriched in 10 GO-BP terms, whereas downregulated genes were enriched in 12 GO-BP terms. The REViGO tool was used to summarize and visualize GO terms. GO-BP terms that were upregulated in S2-028 cells were categorized into four distinct clusters using TreeMap (Supplementary Figure S3B). 

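The receptors and ligands of axon guidance were tested as a list, fixed by gene symbol before the data were examined, of the ephrins and their receptors, the semaphorins with plexins and neuropilins, the SLIT and ROBO genes, and the netrins with their receptors. The paper reports axon guidance from these same libraries, so the counts within the list are not independent evidence of it. All 72 genes of the list passed the expression filter. Of these, 24 (33.3%) were upregulated DEGs in S2-028 against 10.2% of all genes tested, a 3.26-fold excess (one-sided Fisher's exact test, p = 9.26e-08, and 3.71e-07 after Benjamini-Hochberg adjustment over the 4 lists of genes tested). A further 14 genes of the list were downregulated. Adjusted over the list alone, the counts were also 24 upregulated and 14 downregulated. The median log2 fold change of the list was 0.23. Camera, which asks whether the list as a whole lies higher than other genes, gave p = 0.512 with its preset correlation of 0.01 between genes.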

Several GO terms were associated with axon guidance and cell migration. Downregulated GO-BP terms were categorized into six distinct clusters, including positive regulation of T cell activation (Supplementary Figure S3C). 

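The list of genes of the major histocompatibility complex (MHC) class II, which present antigens to T cells, with CD74 and CIITA, held 19 genes, of which 16 passed the expression filter. Of the 16, 9 (56.3%) were downregulated DEGs in S2-028 against 8.19% of all genes tested, a 6.86-fold excess (one-sided Fisher's exact test, p = 1.10e-06, adjusted over the 4 lists 2.20e-06). None was upregulated, and 14 of the 16 had a lower mean in S2-028. The paper reports T cell activation among the downregulated terms of these same libraries, so these counts are not independent evidence. Adjusted over the list alone, 9 genes were downregulated as well. The median log2 fold change was -0.97. Camera gave p = 0.000224 with the preset correlation and 0.121 with a correlation estimated from the data, and fry gave p = 0.000775.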

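The genes on the map of the ErbB signaling pathway in Figure 3A and on the map of the Pancreatic cancer pathway in Supplementary Figure S3D were each tested as a list. All 84 genes of the ErbB map passed the expression filter, and 24 of them (28.6%) were upregulated DEGs in S2-028. The share among all genes tested was 10.2%, so the excess was 2.79-fold (one-sided Fisher's exact test, p = 2.21e-06, adjusted over the 4 lists 2.95e-06). The map held 7 downregulated DEGs, among them NRG4. Every one of the 23 boxes that carry a thick border in Figure 3A held at least 1 upregulated DEG, and none of the 24 other boxes did. On the Pancreatic cancer map, 13 of 75 genes (17.3%) were upregulated, a 1.69-fold excess (Fisher's exact p = 0.0398, and 0.0398 after adjustment over the 4 lists), and 5 were downregulated. The counts adjusted over each list alone were the same for both maps. The paper chose both maps and drew their borders from these same libraries, so the counts within the maps are not independent evidence. The Pancreatic cancer result was the weaker of the pair. Its Fisher's exact p was 0.0548 with DEGs from the likelihood ratio test and 0.0900 with genes that had at least 10 counts in every library. The same exact test gave p = 0.0924 without replicate 3 of S2-007, 0.0531 without replicate 2 of S2-007 and 0.0799 without replicate 2 of S2-028. Camera with the preset correlation gave p = 0.00901 for the ErbB map and 0.237 for the Pancreatic cancer map. With an estimated correlation none of the 4 lists was under 0.05 (0.156 for the ErbB map, 0.602 for the Pancreatic cancer map), whereas fry gave p = 0.000258 and 0.0140.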

KEGG pathway enrichment analysis revealed that the expression levels of genes involved in the ErbB signaling pathway and Pancreatic cancer pathway were higher in S2-028 cells compared with S2-007 cells (Figure 3A, Supplementary Figure S3D, Supplementary Table S4). Therefore, phosphorylation profiles of these proteins were examined in S2-007 and S2-028 cells by Western blotting. Gene set enrichment analysis (GSEA) revealed that the KEGG_MEDICUS_REFERENCE_AREG_EGFR_RAS_ERK_SIGNALING_PATHWAY gene set was significantly enriched in S2-028 cells compared with S2-007 cells (NES = 1.70). 

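The enrichment was recomputed from the deposited counts with the signal-to-noise ratio of TMM-normalized CPM over 26371 genes and the 15 genes shown in Figure 3C. The enrichment score was 0.605 and the normalized enrichment score 1.73. With 3 libraries per line there are 20 arrangements of the 6 labels, so all of them were computed in place of random ones. The real arrangement alone gave a score as high, and the next highest score was 0.506. This is a one-sided exact permutation p of 0.05, the smallest that 20 arrangements allow. Among the 10 arrangements with a positive score, the share was 0.1. Against 10000 random lists of 15 genes matched on mean expression, p was 0.0169 as the share of all lists with as high a score. Among the 4707 lists with a positive score, the share was 0.0359. The score was lowest, at 0.284, when the members were counted without weight by their ratio, and it lay between 0.573 and 0.630 with each library left out in turn.

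**Figure D1:**
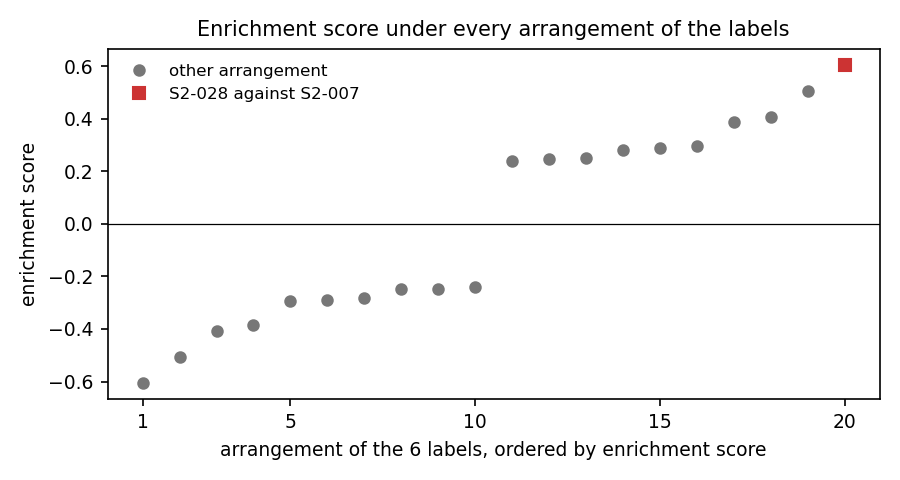
Enrichment score of the 15 genes (vertical axis, no unit) under each of the 20 arrangements of the 6 library labels, ordered by score along the horizontal axis. The square is the real arrangement, S2-028 against S2-007, at 0.605, and the circles are the other arrangements, of which the highest is at 0.506.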

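Along the ranked list of 26371 genes, the enrichment score reached its maximum at rank 3110, within the first 11.8% of the list. Of the 15 members, 4 lay up to that point, the first of them AREG at rank 418 and EGFR at rank 695. AREG carried 28.4% of the summed weight of the 15 genes and EGFR 23.1%. Without both genes the enrichment score was 0.311.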

The enrichment plot demonstrated a positive enrichment score, indicating that genes associated with AREG–EGFR–RAS–ERK signaling were preferentially clustered at the top of the ranked gene list (Figure 3B). Consistent with the GSEA results, heatmap visualization highlighted distinct expression patterns of genes involved in the AREG–EGFR–RAS–ERK signaling pathway between S2-028 and S2-007 cells (Figure 3C, Supplementary Table S5).

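Of the 15 genes in the heatmap, 7 had a higher mean in S2-028 and 8 a higher mean in S2-007. For 12 of the 15, the libraries of the 2 lines did not overlap. Of the 15 genes, 3 were called upregulated DEGs, AREG and EGFR among them, none was called downregulated, and the median log2 fold change of the 15 genes was -0.01. The log2 fold changes of the members higher in S2-007 reached -0.21 for MAPK3 (standard error 0.0885), whose libraries overlapped between the lines, and -0.20 for NRAS (standard error 0.0612). SOS2, at -0.01 (standard error 0.0778), did not differ between the lines by more than the spread between replicates.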

S2-028 cells demonstrated significantly higher phosphorylation of EGFR and Akt than S2-007 cells. (Figure 3D,E). To further investigate the relationship between endogenous maspin expression and ErbB-related signaling, quantitative analysis showed that the phosphorylation of Akt was significantly increased in shMaspin-1-treated cells, whereas total Akt expression showed no significant difference among groups (Figure 3F,G).

### 3.5. Establishment of Maspin-Reexpressing PDAC Cell Lines and Evaluation of Their Subcellular Localization

To investigate the effects of increased maspin expression, stable maspin-expressing PDAC cell lines were established from PDAC cell lines with low endogenous maspin expression, including PANC-1, MIA PaCa-2, PSN-1, and S2-020 (designated PANC-1-masp, MIA PaCa-2-masp, PSN-1-masp, and S2-020-masp). The established cell lines showed markedly higher maspin expression levels than their respective control cell lines (Figure 4A). These cell lines displayed two distinct maspin subcellular localization patterns: PANC-1-masp and PSN-1-masp were classified as panMaspin, whereas MIA PaCa-2-masp and S2-020-masp were classified as cytMaspin (Figure 4B,C).

### 3.6. Functional Analysis of Established panMaspin and cytMaspin Cell Lines

No significant differences in cell proliferative capability were detected among any of the established cell lines when compared with their respective controls, regardless of the subcellular localization of maspin (Supplementary Figure S7). Additionally, to investigate the migratory capability of these cell lines, a wound-healing assay was conducted (Figure 5A,B). Migratory capability was significantly decreased in both PANC-1-masp and PSN-1-masp cells, which express panMaspin, compared with their respective control cells. Conversely, S2-020-masp cells expressing cytMaspin exhibited enhanced migratory capability compared to the control, whereas no significant difference was observed in MIA PaCa-2-masp cells.

To investigate the impact of panMaspin and cytMaspin on cell invasion, PANC-1-masp and S2-020-masp cells were selected as representatives of panMaspin and cytMaspin expression, respectively, and an invasion assay was performed. Compared with control cells, the number of invading cells was significantly reduced in PANC-1-masp cells, but not in S2-020-masp cells (Figure 5C,D). Furthermore, the phosphorylation levels of proteins involved in the EGFR signaling pathway in these cell lines were analyzed. Comparison within each cell line revealed that PANC-1-masp (panMaspin model) cells exhibited decreased HER2 protein and phosphorylated Akt levels relative to PANC-1-ctrl cells, whereas S2-020-masp cells (cytMaspin model) showed no change (Figure 5E,F). Except for differences in HER2 levels, the protein expression and phosphorylation profiles were not significantly altered by panMaspin or cytMaspin overexpression in either cell line. These results suggested that suppression of the ErbB family and its downstream Akt signaling is involved in the antitumor activity of panMaspin.

## 4. Discussion

PDAC is an aggressive cancer with a poor prognosis, and genetic mutations have been implicated in its carcinogenesis. The most frequently observed genetic alterations include mutations in the KRAS gene (85–95% of cases) [21] and inactivation of the tumor suppressor gene SMAD4, which occurs in approximately 55% of cases [22]. SMAD4, located on chromosome 18 (18q21.1), and its loss [12,23,24] or mutations [25,26] are involved in PDAC carcinogenesis. Similarly, maspin (SERPINB5), located on chromosome 18 (18q21.3), was initially identified as a tumor suppressor gene due to its expression in normal human mammary cell lines and tissues, and its absence in human breast cancer cell lines and tissues [6]. In contrast, maspin is not expressed in normal HPDE cells, whereas its expression increases during progression from PanIN to PDAC [10]. In our study, H6c7 and ten types of PDAC cell lines showed maspin protein expression, whereas expression was weak or suppressed in four PDAC cell lines. Fitzgerald et al. demonstrated that normal pancreatic tissue, as well as PANC-1 and MIA PaCa-2 cells, exhibit heavy methylation and hypoacetylation in the maspin promoter region, whereas treatment with 5-Aza-dC induced high maspin expression. Conversely, maspin-positive pancreatic cancer cell lines show demethylation and hyperacetylation of histone H3/H4 in the maspin promoter region, suggesting that methylation is the underlying cause of the epigenetic regulation of maspin expression [11]. These studies support our observation, and the loss of maspin expression in PSN-1 and S2-020 cells is likely due to methylation of the promoter region. Furthermore, maspin negativity can be caused by factors other than methylation, including increased epithelial–mesenchymal transition (EMT). Tang et al. demonstrated that maspin suppressed EMT by inhibiting endogenous HDAC1, regulating chromatin accessibility to transcription factors, and altering the cytoskeleton. In various cell lines, including those from gastric cancer, maspin increases E-cadherin expression and decreases vimentin expression, thereby inhibiting EMT [27]. Furthermore, it has been reported that Snail directly acts on the maspin promoter to suppress maspin expression, thereby promoting migration and invasion [27]. Additionally, the chromatin remodeling complex CBP/p300 reduces the binding of Ets-1 and c-Jun to the maspin promoter, causing maspin deficiency and consequently inducing a malignant phenotype [27]. The normal HPDE cell line H6c7 (HPDE/E6E7), which was established by immortalization via the induced expression of the HPV16-E6E7 gene, inhibiting p53/Rb, exhibited high levels of maspin and panMaspin expression [28]. Shachar et al. demonstrated that the concurrent administration of doxorubicin and cisplatin chemotherapy and E2F1 activation (ER-E2F1) in two osteosarcoma cell lines with different p53 phenotypes resulted in maspin overexpression and apoptosis induction [29]. These reports support our data and suggest that the induction of maspin expression in the H6c7 cell line is associated with the inactivation of Rb by HPV16-E7 and the activation of E2F1.

We previously reported that increased cytoplasmic maspin expression promotes EMT in breast cancer cell lines [17], and that lung [30] and pancreatic [15] cancer cell lines with cytMaspin tend to exhibit higher invasive capability. To our knowledge, this is the first study to compare two models derived from SUIT-2—the panMaspin model (S2-007) and the cytMaspin model (S2-028)—that differ in the subcellular localization of endogenous maspin protein. Notably, the cytMaspin model demonstrated significantly higher invasive capability. 

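EGFR (NCBI gene 1956) lies on chromosome 7 from 55019017 to 55211628 of GRCh38.p14 and encodes the epidermal growth factor receptor. Its mRNA was 2139 ± 121 normalized CPM (SD, n = 3) in S2-028 and 794 ± 9.07 (SD, n = 3) in S2-007. The log2 fold change was 1.46 (standard error 0.0536, adjusted p = 5.24e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.41 and 1.48 with each library left out in turn. AKT1 and AKT2, which encode Akt, moved apart. AKT2 (NCBI gene 208), on chromosome 19 from 40230317 to 40285345, rose from 78.9 ± 4.79 to 122 ± 5.45 normalized CPM, a log2 fold change of 0.65 (standard error 0.0642, adjusted p = 3.94e-08 from the same test). AKT1 (NCBI gene 207), on chromosome 14 from 104769349 to 104795748, fell from 251 ± 9.75 to 169.9 ± 9.18. Its log2 fold change of -0.54 (standard error 0.0605, adjusted p = 2.94e-07) was under the fold-change threshold. The genes around AKT2 were also higher in S2-028 and those around AKT1 lower, with median log2 fold changes of 0.47 and -0.45 over the 50 nearest genes.

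**Figure D2:**
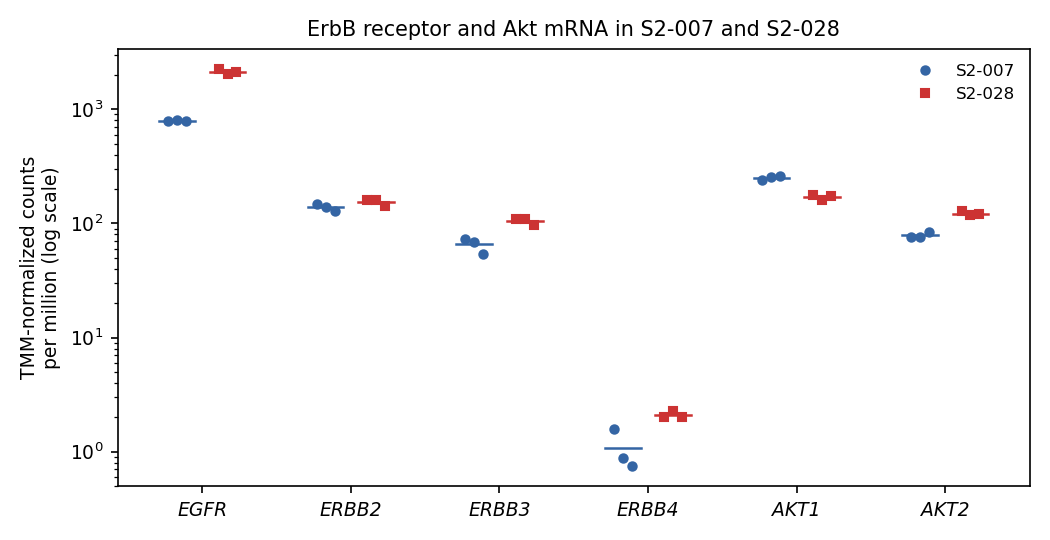
TMM-normalized CPM (vertical axis, log scale) of the ErbB receptor genes and of AKT1 and AKT2 in the 3 S2-007 libraries (circles) and the 3 S2-028 libraries (squares), with a line at each mean. EGFR is higher in S2-028 in every library, at a mean of 2139 against 794, whereas AKT1 is lower and AKT2 higher.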

In the cytMaspin model, a significantly increased expression of EGFR, along with downstream Akt, was observed. In addition, phosphorylation of Akt (S473) was detected, indicating the activation of these pathways. Genes associated with GO terms related to cancer proliferation and metastasis (e.g., cell migration) were upregulated. Conversely, downregulated genes were significantly enriched in GO terms associated with tumor-suppressive processes such as positive regulation of T cell activation. These findings suggest that changes in the expression of these gene clusters promote the malignant properties of S2-028, including its invasive capability. 

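Among the downregulated genes of antigen presentation, HLA-DMB, HLA-DRB1, HLA-DRA and HLA-DMA had the smallest adjusted p. HLA-DRA (NCBI gene 3122), on chromosome 6 from 32439887 to 32445046 of GRCh38.p14, had 56.9 ± 2.57 normalized CPM (SD, n = 3) in S2-007 and 24.3 ± 1.83 (SD, n = 3) in S2-028. Its log2 fold change was -1.20 (standard error 0.0777, adjusted p = 5.58e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -2.10 for HLA-DMB (standard error 0.118), -1.31 for HLA-DRB1 (standard error 0.0808) and -1.26 for HLA-DMA (standard error 0.0928). Other genes share 29.6% of the sequence of HLA-DMB, 11.3% of HLA-DRB1 and 7.65% of HLA-DMA, so the authors' counting could have split some of their reads, whereas HLA-DRA shares none.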

Pathway analysis of the cytMaspin model (S2-028) revealed increased expression of the ErbB family and its downstream Akt in the ErbB signaling pathway. This suggests that ErbB signaling may further enhance malignant properties. 

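For the other receptors of the ErbB family, ERBB3 had 105 ± 7.46 normalized CPM (SD, n = 3) in S2-028 and 65.4 ± 9.96 (SD, n = 3) in S2-007, a log2 fold change of 0.71 (standard error 0.0881, adjusted p = 1.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 50 genes nearest to ERBB3 had a median log2 fold change of 0.75. ERBB4 was low, at 2.11 ± 0.155 and 1.07 ± 0.449 normalized CPM, with a log2 fold change of 1.00 (standard error 0.287, adjusted p = 0.00885). ERBB2, the gene of HER2, had 155 ± 10.5 and 138 ± 9.84 normalized CPM, and its log2 fold change of 0.19 (standard error 0.0675, adjusted p = 0.031) was under the fold-change threshold. Summed over the 4 receptor genes, the mRNA was 2401 ± 124 normalized CPM (SD, n = 3) in S2-028 and 999 ± 23.4 (SD, n = 3) in S2-007, so S2-028 had 240.4% of the S2-007 value (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Among the ligands, the log2 fold change was 2.79 for BTC (standard error 0.119), 1.88 for AREG (standard error 0.0794), 1.88 for NRG1 (standard error 0.147) and 1.52 for EREG (standard error 0.0616). NRG2 and NRG3, at 0.97 and 1.04, were upregulated DEGs as well. EGF, at 1.10 (standard error 0.318, adjusted p = 0.00957), had an adjusted p of 0.0542 without replicate 3 of S2-007 and 0.128 without replicate 2 of S2-028, and between 5.95e-04 and 0.128 over all settings. HBEGF, at 0.69 (standard error 0.142), was under the fold-change threshold without replicate 3 of S2-028, at 0.55. NRG4 fell, with a log2 fold change of -1.42 (standard error 0.188), but 38.2% of its exon bases lie under another gene. TGFA, at -0.02 (standard error 0.0644), did not differ between the lines. From the increased expression in the ErbB pathway, the paper proposes that ErbB signaling may further enhance malignant properties of the cytMaspin model. It adds that the pathway activation cannot be put down to the localization of maspin alone, since the lines may differ in other regulatory mechanisms.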

The present GSEA results provide additional support for our hypothesis that cytoplasmic maspin localization is associated with a more aggressive molecular phenotype. In particular, the enrichment of the AREG–EGFR–RAS–ERK pathway in S2-028 cells supports a transcriptional state associated with enhanced receptor tyrosine kinase signaling and malignant phenotypes. However, since S2-007 and S2-028 may harbor distinct cell line-specific regulatory mechanisms, the observed pathway activation cannot be attributed exclusively to maspin subcellular localization. Although the mechanistic relationship between maspin expression and ErbB signaling is likely more complex, given that EGFR signaling can also activate the PI3K–Akt pathway, these findings remain consistent with the Akt-related signaling alterations observed in our protein analyses. Additionally, increased expression of the axon-guidance pathway was observed. 

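The 4 genes of the axon guidance list with the smallest adjusted p went both ways. EPHB6 (NCBI gene 2051), on chromosome 7 from 142855076 to 142871093 of GRCh38.p14, rose from 22.4 ± 1.63 to 172 ± 25.0 normalized CPM (SD, n = 3), a log2 fold change of 2.97 (standard error 0.0919, adjusted p = 3.17e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EFNB1 (NCBI gene 1947) fell from 105 ± 8.67 to 11.7 ± 1.4996 normalized CPM, with a log2 fold change of -3.13 (standard error 0.0908). UNC5B and EFNA2 fell as well, with log2 fold changes of -4.78 (standard error 0.140) and -4.77 (standard error 0.154). Over the whole list, the log2 fold changes lay between -4.78 and 4.86, with 42 genes higher and 30 lower in S2-028.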

Biankin et al. previously demonstrated the importance of this pathway in a large-scale pancreatic cancer genome study involving 142 patients with resectable PDAC (stages I and II) [31]. In PDAC, SLIT/ROBO signaling is considered crucial for regulating MET and WNT signaling, and loss of ROBO1/2 leads to the nuclear translocation of β-catenin, resulting in reduced complex formation with E-cadherin and decreased cell adhesion, which in turn enhances WNT signaling [31]. We found that *ROBO2* was significantly reduced in the cytMaspin model compared to the panMaspin model (Supplementary Table S3). These findings support our present and previous results that the cytMaspin model exhibits a higher invasive capability than the panMaspin model and that cytoplasmic localization of maspin in PDAC specimens is an independent poor prognostic factor for patients [15].

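ROBO2 (NCBI gene 6092) lies on chromosome 3 from 75906675 to 77649964 of GRCh38.p14. It was a gene of low abundance, with 3.80 ± 0.310 normalized CPM (SD, n = 3) in S2-007 and 0.226 ± 0.179 (SD, n = 3) in S2-028. Its log2 fold change was -4.02 (standard error 0.368, adjusted p = 1.36e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because few counts were left in S2-028, the estimate moved between -4.83 and -3.59 with each library left out in turn. ROBO1 (NCBI gene 6091), on chromosome 3 from 78597239 to 79767998, went the other way, from 21.0 ± 0.888 to 45.2 ± 4.57 normalized CPM, a log2 fold change of 1.13 (standard error 0.0846, adjusted p = 5.64e-10 from the same test).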

In contrast, maspin was overexpressed using lentivirus in maspin-negative cell lines. Cells with re-expressing panMaspin showed suppressed migration and cell invasion. This suggests that panMaspin has tumor-suppressive functions. Furthermore, cells expressing panMaspin showed reduced HER2 expression. Larbouret et al. reported that the inhibition of EGFR/HER2 heterodimers using antibody therapy produced a clear antitumor effect in a mouse model [32]. Furthermore, HER2 protein expression levels in PDAC patients have been reported to be equivalent to or higher than those in HER2-low breast cancer in more than half of the cases [33]. HER2 expression is also a poor prognostic factor in PDAC patients [34]. Collectively, these findings and these reports suggest that maspin, which is primarily expressed in the nucleus, may suppress the invasive capability by reducing the expression of HER2.

Although cytMaspin re-expression enhanced migration in S2-020 cells, no significant changes were observed in invasive capability or ErbB-related signaling markers. This suggests that cytoplasmic maspin expression alone may not be sufficient to reproduce the full phenotype of cells with endogenous cytoplasmic maspin. Differences between endogenous and re-expression models may reflect the broader cellular context and additional molecular alterations. Further studies using additional cytMaspin-expressing cell lines will be required to clarify the relationship between cytMaspin, ErbB signaling, and invasive behavior. In addition, the variability in migration assay results was observed between MIA PaCa-2 and S2-020 cells, despite both being classified as cytoplasmic maspin-expressing lines. This suggests that factors beyond maspin subcellular localization, such as intrinsic differences in genetic background or signaling networks, may influence migratory behavior. Therefore, maspin localization should be considered as one contributing factor within a more complex regulatory framework. In this study, invasion assays and phosphorylation analyses were not performed for the other two maspin-overexpressing cell lines, namely PSN-1 and MIA PaCa-2. Therefore, the extent to which our findings can be generalized across different cellular contexts remains to be established. Further studies using a broader range of cell lines will be necessary to confirm the consistency of these observations. In the present study, the functional differences observed among the cell lines were not entirely uniform, suggesting that factors beyond the subcellular localization of maspin may contribute to this phenotypic variability. Specifically, biological characteristics of SUIT-2-derived cell lines may influence their migratory and invasive capabilities. Therefore, the localization of maspin should be viewed as one contributing factor within a broader regulatory context, and further studies are required to clarify its relative contribution. In cell lines with endogenous maspin expression, the cytMaspin model S2-028 exhibited higher EGFR signaling activity than the panMaspin model S2-007. Longhi et al., using normal human mammary cell lines, demonstrated that EGF induces maspin nuclear localization [35] and reported that the key pathways involved in the nuclear translocation of maspin are EGFR, PI3K-Akt, and JAK2/STAT3 [36]. The expression levels of phosphorylated Akt were significantly reduced by maspin overexpression in PANC-1 cells, whereas no significant change was observed in S2-020 cells. S2-020 cells possess high levels of phosphorylated Akt, as do S2-028 cells, which is another endogenous cytMaspin model. These findings suggest that alterations in the expression profiles and rewiring of signaling pathways involving molecules such as the ErbB family and Akt, which occur during carcinogenesis, may have modified the subcellular localization and function of maspin. Conversely, this study revealed variations in phenotypic outcomes among experimental models, likely reflecting cell line-specific molecular backgrounds. These findings suggest that the impact of maspin on PDAC phenotypes and molecular pathways is governed by complex regulatory mechanisms including protein–protein interactions and genetic backgrounds, as well as subcellular localization. Therefore, it is essential for future studies to establish experimental systems for more rigorous functional evaluation, combining artificial control of subcellular localization using nuclear localization signals and nuclear export signals with the generation of clones with distinct subcellular localization derived from the same parental cell line for detailed analyses.

Our findings suggested that panMaspin has a tumor-suppressive function, whereas cytMaspin promotes tumor progression in PDAC cell lines. However, these findings contradict previous reports showing that high maspin expression in PDAC promotes carcinogenesis [10,12,37,38]. In a study using resected specimens, Cao et al. reported that most PDAC cases (182/223) with diffuse positivity for maspin on immunohistochemistry exhibited cytoplasmic-only staining and had a significantly poorer prognosis than maspin-negative cases. Conversely, they found that patients with maspin staining in both the nucleus and cytoplasm had a higher proportion of well-to-moderately differentiated tumors than patients with maspin cytoplasmic staining only [10]. Similarly, Maass et al. did not provide a specific classification but reported that most PDAC cases (23/24) were maspin-positive, exhibiting diffuse strong cytoplasmic staining with nuclear staining in a subset of cells [12].

As discussed above, most research conducted to date on PDAC appears to have focused primarily on cytMaspin expression. The regulation of maspin expression and changes in its subcellular localization may be pivotal events for understanding the role of maspin in PDAC. Therefore, elucidation of the detailed mechanism of nuclear translocation of maspin is required. Although the present study highlights connections between maspin subcellular localization and distinct malignant phenotypes or signaling profiles in PDAC cell lines, it does not fully establish that maspin localization alone directly drives these biological differences. In particular, the mechanistic relationship between maspin subcellular localization and ErbB pathway activation remains unresolved and requires further investigation using more rigorously controlled experimental systems.

## 5. Conclusions

In cell lines expressing endogenous maspin, the invasive capability of the cytMaspin model was greater than that of the panMaspin model. Distinct ErbB signaling pathway activities were also observed between these cell lines, although the mechanistic relationship between maspin localization and ErbB-related signaling remains to be clarified. Furthermore, cells overexpressing panMaspin (PANC-1-masp) exhibited tumor-suppressive functions via HER2 and phosphorylated Akt suppression, whereas cells overexpressing cytMaspin (S2-020-masp) enhanced migratory capability without significantly affecting invasive activity or ErbB-related signaling. Our findings suggest that even in PDAC—where high levels of maspin expression have traditionally been considered as a poor prognostic indicator—the biological role of maspin may differ according to its subcellular localization.

## Figures and Tables

**Figure 1:**
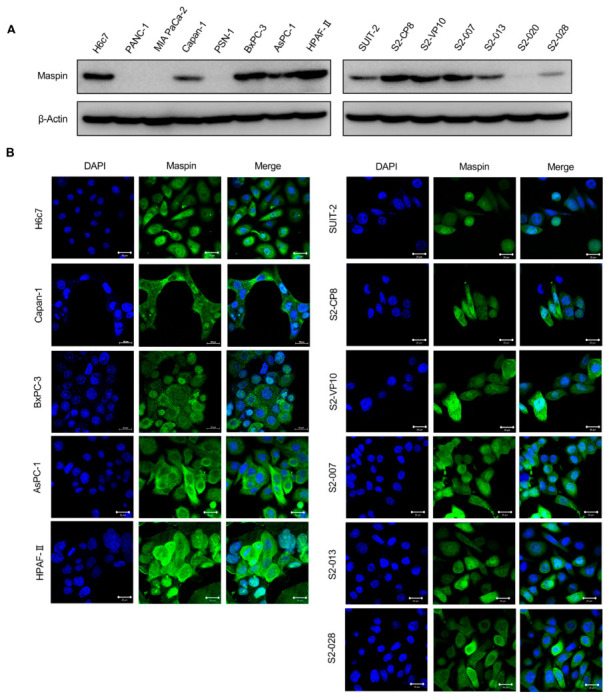

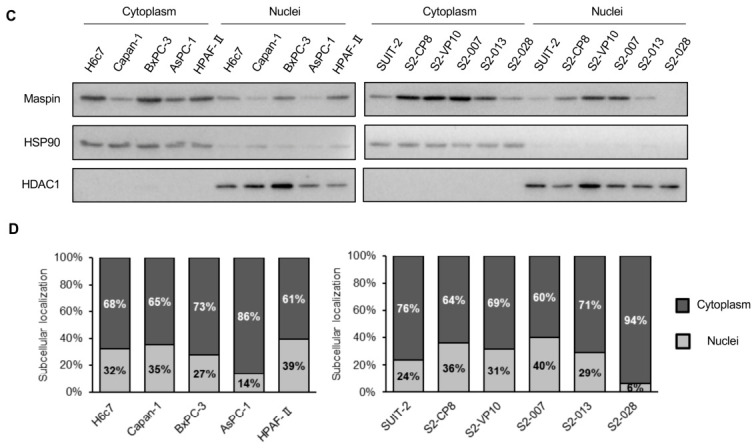
Maspin expression in human PDAC cell lines and H6c7 (an immortalized human normal pancreatic duct epithelial cell line). (**A**) Maspin and β-actin (loading control) protein levels in whole-cell lysates from 14 PDAC cell lines and the H6c7 cell line. Whole western blot images are shown in Supplementary Figure S1. (**B**) Representative images showing subcellular localization of maspin by immunofluorescence staining in maspin-positive cell lines. Scale bar, 20 μm. (**C**) Expression levels of maspin in the cytoplasmic and nuclear fractions. HSP90 and HDAC1 were used as loading controls for the cytoplasmic and nuclear fractions, respectively. Whole Western blot images are shown in Supplementary Figure S1. (**D**) Percentage of maspin localization in the cytoplasm and nuclei for each cell line. The graph represents averages from Western blot analysis. Data are presented as the mean from three independent experiments.

**Figure 2:**
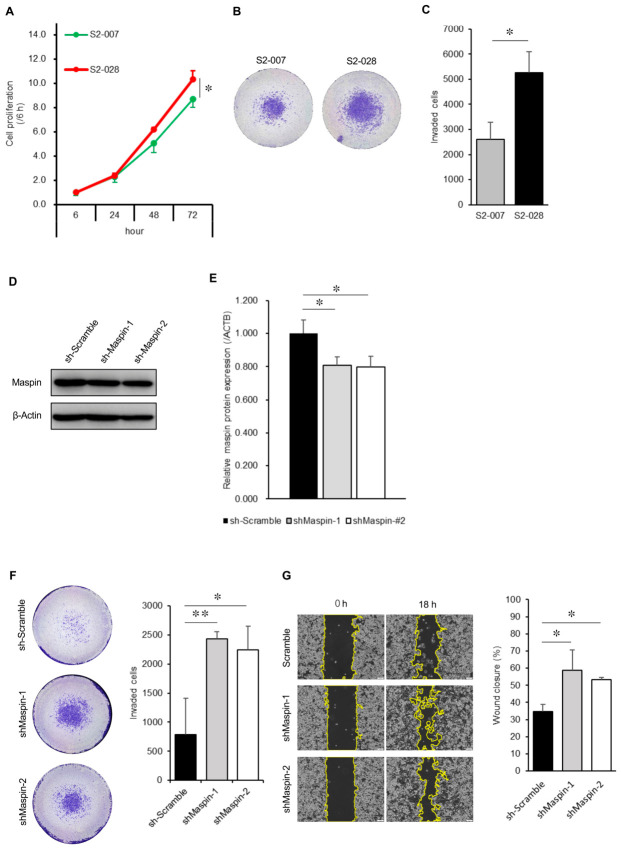
Characterization of S2-007 (panMaspin) and S2-028 cells (cytMaspin) and functional analyses following transient maspin knockdown. (**A**) Cell proliferation of S2-007 and S2-028 cell lines was measured at 6 h, 24 h, 48 h, and 72 h; the data were normalized to the 6 h value. Data are shown as the mean ± SD (*n* = 3). * *p* < 0.05, S2-007 vs. S2-028; Student’s *t*-test. (**B**) S2-007 and S2-028 cells were seeded into transwells and, after 48 h of incubation, invasion was evaluated by a colorimetric method. Representative images of wells from the transwell invasion assay for S2-007 and S2-028 cells (*n* = 3). (**C**) Invaded cell counting was performed using ImageJ. Data are shown as the mean ± SD (*n* = 3). * *p* < 0.05, S2-007 vs. S2-028; Student’s *t*-test. (**D**) Western blot analysis of maspin protein expression in S2-007 cells following transient maspin knockdown. ACTB was used as a loading control (*n* = 3). Whole Western blot images are shown in Supplementary Figure S2. (**E**) Quantification of maspin protein expression normalized to ACTB in S2-007 cells following transient maspin knockdown. Data are presented as mean ± SD (*n* = 3). * *p* < 0.05. (**F**) Representative images of invasion assays in S2-007 cells following transient maspin knockdown (*n* = 3). Quantification of invaded cells was performed using ImageJ. * *p* < 0.05, ** *p* < 0.01. (**G**) Representative images of wound-healing assays in S2-007 cells transduced with sh-Scramble, shMaspin-1, or shMaspin-2. Images were obtained at 0 h and 18 h after scratch induction. Yellow lines indicate wound margins, and the bar graph represents the percentage of wound closure after 18 h. Quantification was performed using ImageJ. Data are shown as the mean ± SD (*n* = 3). * *p* < 0.05, S2-007 vs. S2-028; Student’s *t*-test. Scale bar, 100 μm.

**Figure 3:**
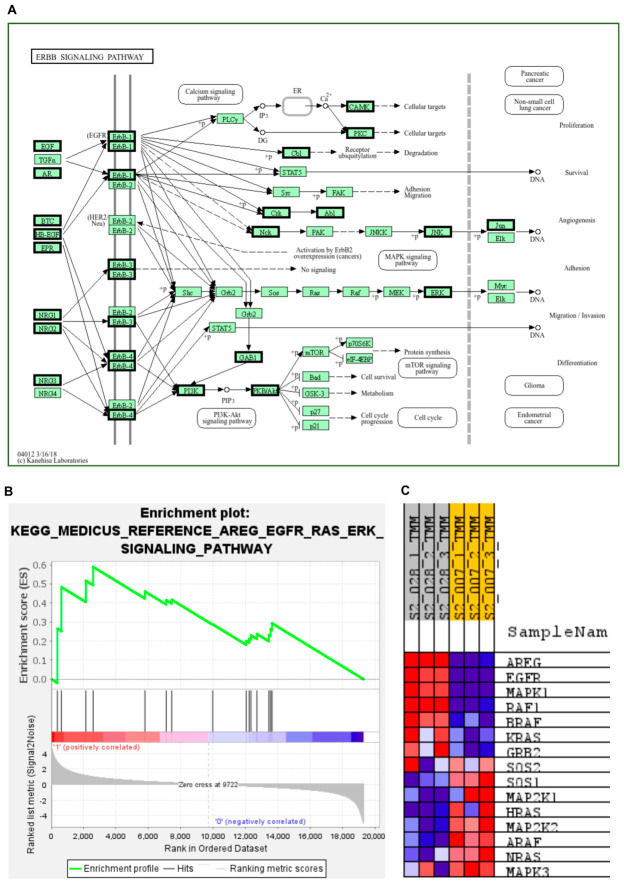

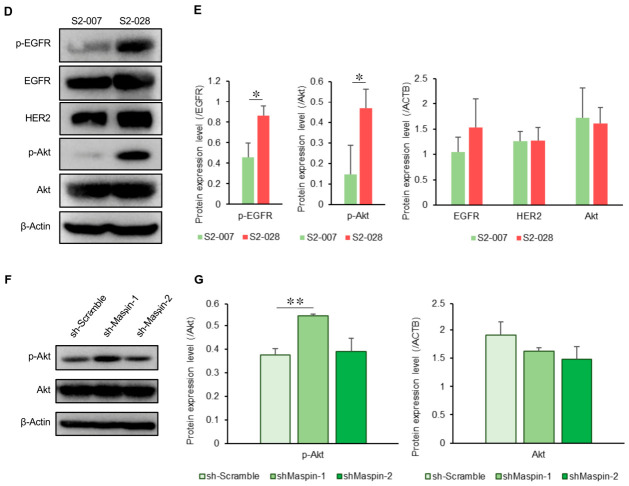
Distinct malignant phenotypes and ErbB-related signaling profiles in S2-007 (panMaspin) and S2-028 (cytMaspin) cells. (**A**) ErbB signaling pathway (KEGG Pathway) in S2-028 cells compared to S2-007 cells. Thick black borders represent genes that are significantly upregulated in S2-028 cells compared with S2-007 cells. (**B**) Gene set enrichment analysis (GSEA) plot showing significant enrichment of the KEGG_MEDICUS_REFERENCE_AREG_EGFR_RAS_ERK_SIGNALING_PATHWAY gene set in S2-028 cells relative to S2-007 cells. (**C**) Heatmap of representative genes involved in the AREG–EGFR–RAS–ERK signaling pathway in S2-028 and S2-007 cells based on RNA-seq data. Red and blue indicate higher and lower expressions, respectively. (**D**) Expression and phosphorylation levels of ErbB family members and Akt in S2-007 (panMaspin) and S2-028 cells (cytMaspin). Whole Western blot images are shown in Supplementary Figure S4. (**E**) Quantification of ErbB family and Akt protein levels in S2-007 (panMaspin) vs. S2-028 cells (cytMaspin). Bar graph generated by image quantification in ImageJ. Data are shown as the mean ± SD (*n* = 3). * *p* < 0.05, S2-007 vs. S2-028; Student’s *t*-test. (**F**) Expression and phosphorylation levels of ErbB family members and Akt in S2-007 cells following maspin knockdown. Whole Western blot images are shown in Supplementary Figure S5. (**G**) Quantitative analysis of expression and phosphorylation levels of EGFR, HER2, and Akt in S2-007 cells following maspin knockdown. Protein levels were quantified using ImageJ/Fiji and normalized to β-actin or corresponding total protein levels. Data are presented as mean ± SD from three independent experiments (*n* = 3). ** *p* < 0.01; Dunnett’s test.

**Figure 4:**
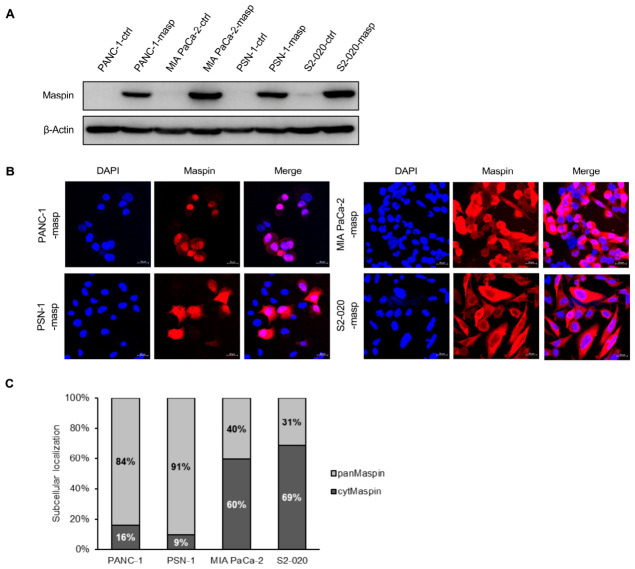
Establishment of PDAC cell lines overexpressing maspin exhibiting different intracellular localization. (**A**) Maspin and β-actin (loading control) protein levels in whole-cell lysates from four PDAC cell lines stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp). Whole Western blot images are shown in Supplementary Figure S6. (**B**) Representative images showing subcellular localization of maspin by immunofluorescence staining in representative panMaspin cells (stably expressing: PANC-1, PSN-1) and cytMaspin cells (stably expressing: MIA PaCa-2, S2-020). Scale bar, 20 μm. (**C**) Ratio of cytMaspin to panMaspin in immunofluorescence-stained samples. Data are presented as the mean from three independent experiments.

**Figure 5:**
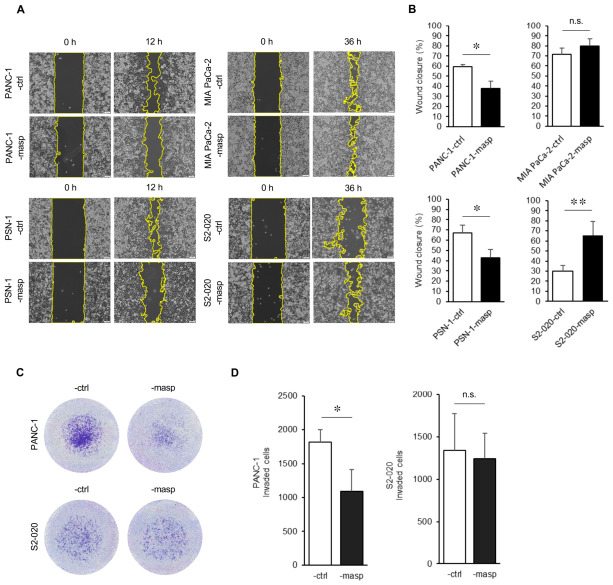

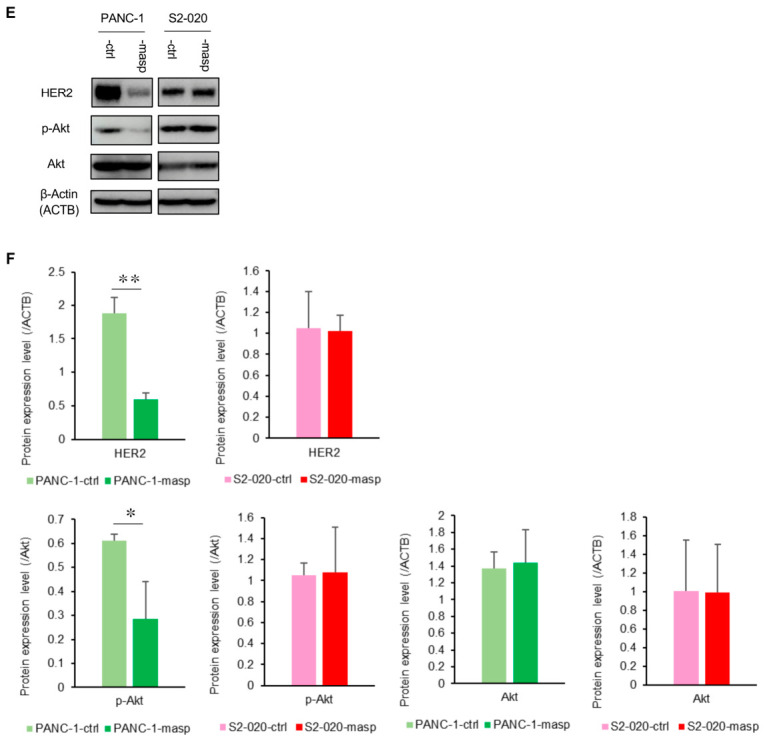
Characterization of established PDAC cell lines. (**A**) Representative images of wound-healing assays performed using PANC-1, PSN-1, MIA PaCa-2, and S2-020 cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp) are shown. Scale bar, 100 μm. (**B**) The bar graph represents the percentage of wound closure after 12 and 36 h for PANC-1, PSN-1, MIA PaCa-2, and S2-020 cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp), respectively. * *p* < 0.05, ** *p* < 0.01, vs. ctrl; Student’s *t*-test (*n* = 3). n.s., no significance. (**C**) Transfectant (PANC-1 and S2-020) cells were seeded into a transwell, and after 48 h of incubation, invasion was evaluated using a colorimetric method. Representative well images of a transwell invasion assay of PANC-1 and S2-020 cells (*n* = 3). (**D**) Invaded cell count was performed using ImageJ. Data are shown as the mean ± SD (*n* = 3). * *p* < 0.05, control vs. maspin-ZsGreen; Student’s *t*-test. (**E**) Expression and phosphorylation levels of ErbB family and Akt in transfectants of PANC-1 and S2-020 cells. Whole Western blot images are shown in Supplementary Figure S7. (**F**) Quantification of ErbB family and Akt protein levels in established stable PANC-1 and S2-020 cells using Western blotting. Bar graph shows image quantification in ImageJ. Data are shown as the mean ± SD (*n* = 3). * *p* < 0.05, ** *p* < 0.01; Student’s *t*-test.

## Data Availability

RNA-seq data are available in the GEO database under accession number GSE314358. The data used in this manuscript are available from the corresponding author upon email request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers18111815/s1, Figure S1: Whole Western blot images in Figure 1. (A–D) Whole western blot images for maspin (A,B) and ACTB (C,D) in the manuscript (Figure 1A). (E–J) Whole western blot images for maspin (E,F), HSP90 (G,H), and HDAC1 (I,J) in the manuscript (Figure 1C). The molecular weight of the samples was calculated using Precision Plus Protein™ Kaleidoscope™ Prestained Protein Standards and, sizes are shown in kDa. The red dotted square indicates the proteins of interest; Figure S2: Effects of transient maspin knockdown in S2-007 cells. (A) Relative maspin mRNA expression in S2-007 cells after adenoviral transduction with scrambled control (sh-Scramble) or two independent maspin-targeting shRNAs (shMaspin-1 and shMaspin-2), as determined by quantitative real-time PCR. Expression levels were normalized to ACTB (*n* = 3). *** *p* < 0.001. Whole western blot images in Figure 2D. Whole western blot images of (B) Maspin, (C) ACTB; Figure S3: Differential gene expression and integrated pathway enrichment analyses in S2-028 (cytMaspin) and S2-007 (panMaspin) cells. (A) Volcano plot displaying differentially expressed genes in S2-028 cells (cytMaspin), representing the distribution of fold changes (*x*-axis) and significance (*y*-axis). Compared to S2-007 cells (panMaspin), the dots indicate upregulated (red), downregulated (blue), and unchanged (gray) genes. (B) TreeMap summarizing enriched gene ontology terms for upregulated genes in S2-028 cells. (C) TreeMap summarizing enriched gene ontology terms for downregulated genes in S2-028 cells. (D) KEGG pathway map highlighting differentially regulated genes between S2-028 (cytMaspin) and S2-007 (panMaspin) cells; Figure S4: Whole Western blot images in Figure 3D. Whole western blot images of (A) p-EGFR, (B) EGFR, (C) HER2, (D) p-Akt, (E) Akt, (F) ACTB; Figure S5: Whole Western blot images in Figure 3F. Whole western blot images of S2-007 cells after adenoviral transduction with scrambled control (sh-Scramble) or two independent maspin-targeting shRNAs (shMaspin-1 and shMaspin-2), (A) p-Akt, (B) Akt, (C) ACTB; Figure S6: Whole Western blot images in Figure 4. Whole western blot images for maspin (A) and ACTB (B) in the manuscript (Figure 4A). The molecular weight of the samples was calculated using Precision Plus Protein™ Kaleidoscope™ Prestained Protein Standards, and sizes (kDa) are indicated. Red dotted square indicates the proteins of interest; Figure S7: Cell proliferation and whole Western blot images of maspin-expressing established PDAC cell lines in Figure 5. (A) Cell proliferation of four cell lines transfected with ZsGreen-only (-ctrl) or maspin-ZsGreen (-masp) was measured at 6 h, 24 h, 48 h, and 72 h, and data were normalized to the corresponding 6 h value. Data are shown as the mean ± SD (*n* = 3). (B–H) Whole western blot images for established cell lines in Figure 5. (B) HER2, (C) p-Akt for PANC-1, (D) p-Akt for S2-020, (E) Akt, (F) ACTB; Table S1: List of primer and probe sets used in RT-qPCR; Table S2: List of primary antibodies used in Western blot; Table S3: List of DEGs in S2-028 compared with S2-007; Table S4: List of KEGG pathways assigned to DEGs in S2-028 compared with S2-007. Table S5: Gene sets enriched in S2-028 compared with S2-007.

## Abbreviations

The following abbreviations are used in this manuscript:

Maspin	mammary serine protease inhibitor
cytMaspin	cytoplasmic-only maspin
PDAC	pancreatic ductal adenocarcinoma
panMaspin	nuclear and cytoplasmic maspin
PanIN	pancreatic intraepithelial neoplasia
HPDE	human pancreatic duct epithelial
OS	overall survival
RPMI1640	Roswell Park Memorial Institute 1640
IMDM	Iscove’s Modified Dulbecco’s Medium
DMEM	Dulbecco’s modified Eagle’s medium
FBS	fetal bovine serum
p-EGFR	phosphorylated EGFR
p-Akt	phosphorylated Akt
PANC-1-ctrl	PANC-1-control
PANC-1-masp	PANC-1-maspin
MIA PaCa-2-ctrl	MIA PaCa-2-control
MIA PaCa-2-masp	MIA PaCa-2-maspin
PSN-1-ctrl	PSN-1-control
PSN-1-masp	PSN-1-maspin
S2-020-ctrl	S2-020-control
S2-020-masp	S2-020-maspin
PBS	phosphate-buffered saline
IF	Immunofluorescence
RT	room temperature
DEGs	differentially expressed genes
GO	gene ontology
BP	biological process
KEGG	Kyoto Encyclopedia of Genes and Genomes
DAVID	Database for Annotation, Visualization, and Integrated Discovery
REViGO	Reduce & Visualize Gene Ontology
EMT	epithelial–mesenchymal transition

# Supplementary material for: Maspin Modulates Malignant Phenotypes Depending on Subcellular Localization in Pancreatic Ductal Adenocarcinoma Cell Lines
**Source:** Cancers (Basel). 2026 Jun 1;18(11):1815. doi: 10.3390/cancers18111815
**Supplement:** Supplementary file 1

## Slide 1
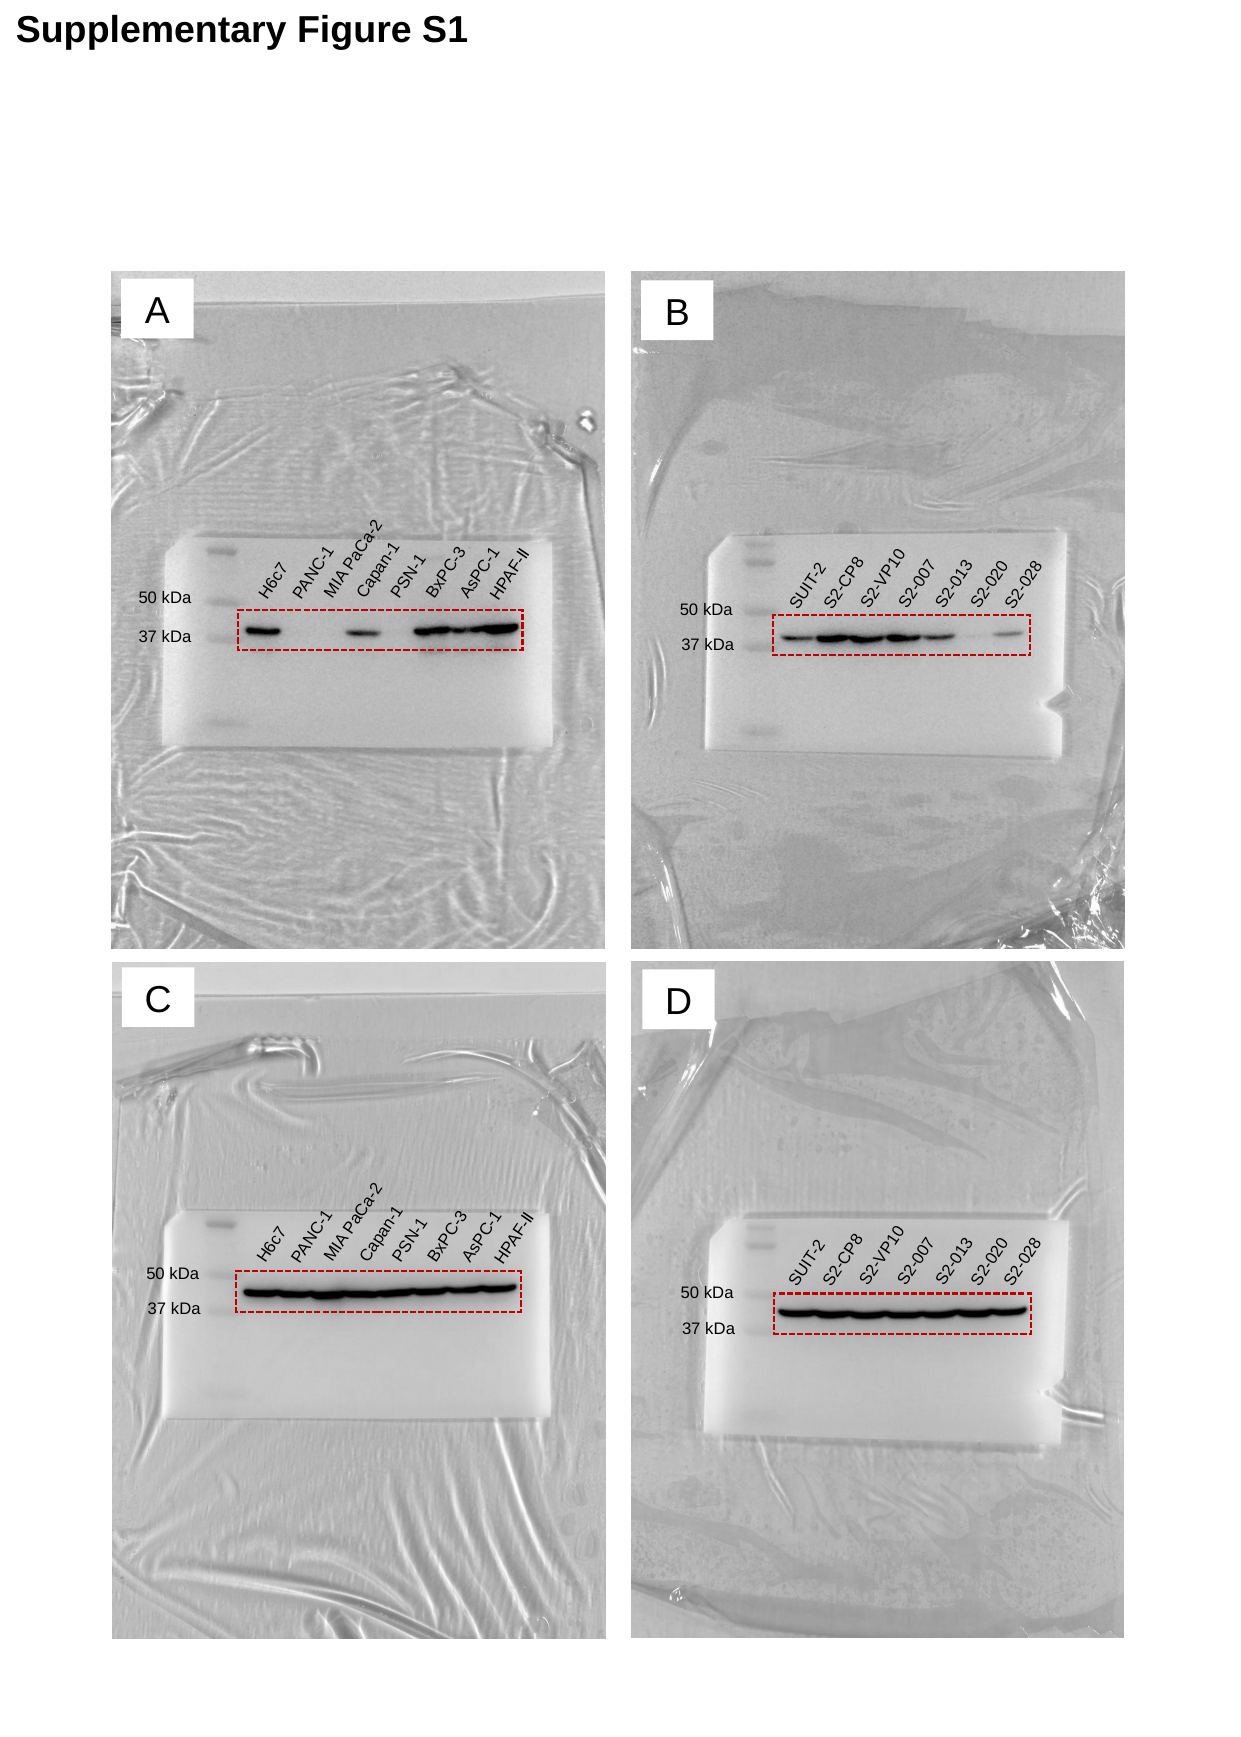

Supplementary Figure S1
A
B
MIA PaCa-2
Capan-1
PSN-1
BxPC-3
AsPC-1
HPAF-Ⅱ
H6c7
PANC-1
S2-VP10
S2-007
S2-013
S2-020
S2-028
S2-CP8
SUIT-2
50 kDa
50 kDa
37 kDa
37 kDa
C
D
MIA PaCa-2
Capan-1
PSN-1
BxPC-3
AsPC-1
HPAF-Ⅱ
H6c7
PANC-1
S2-VP10
S2-007
S2-013
S2-020
S2-028
S2-CP8
SUIT-2
50 kDa
50 kDa
37 kDa
37 kDa

## Slide 2
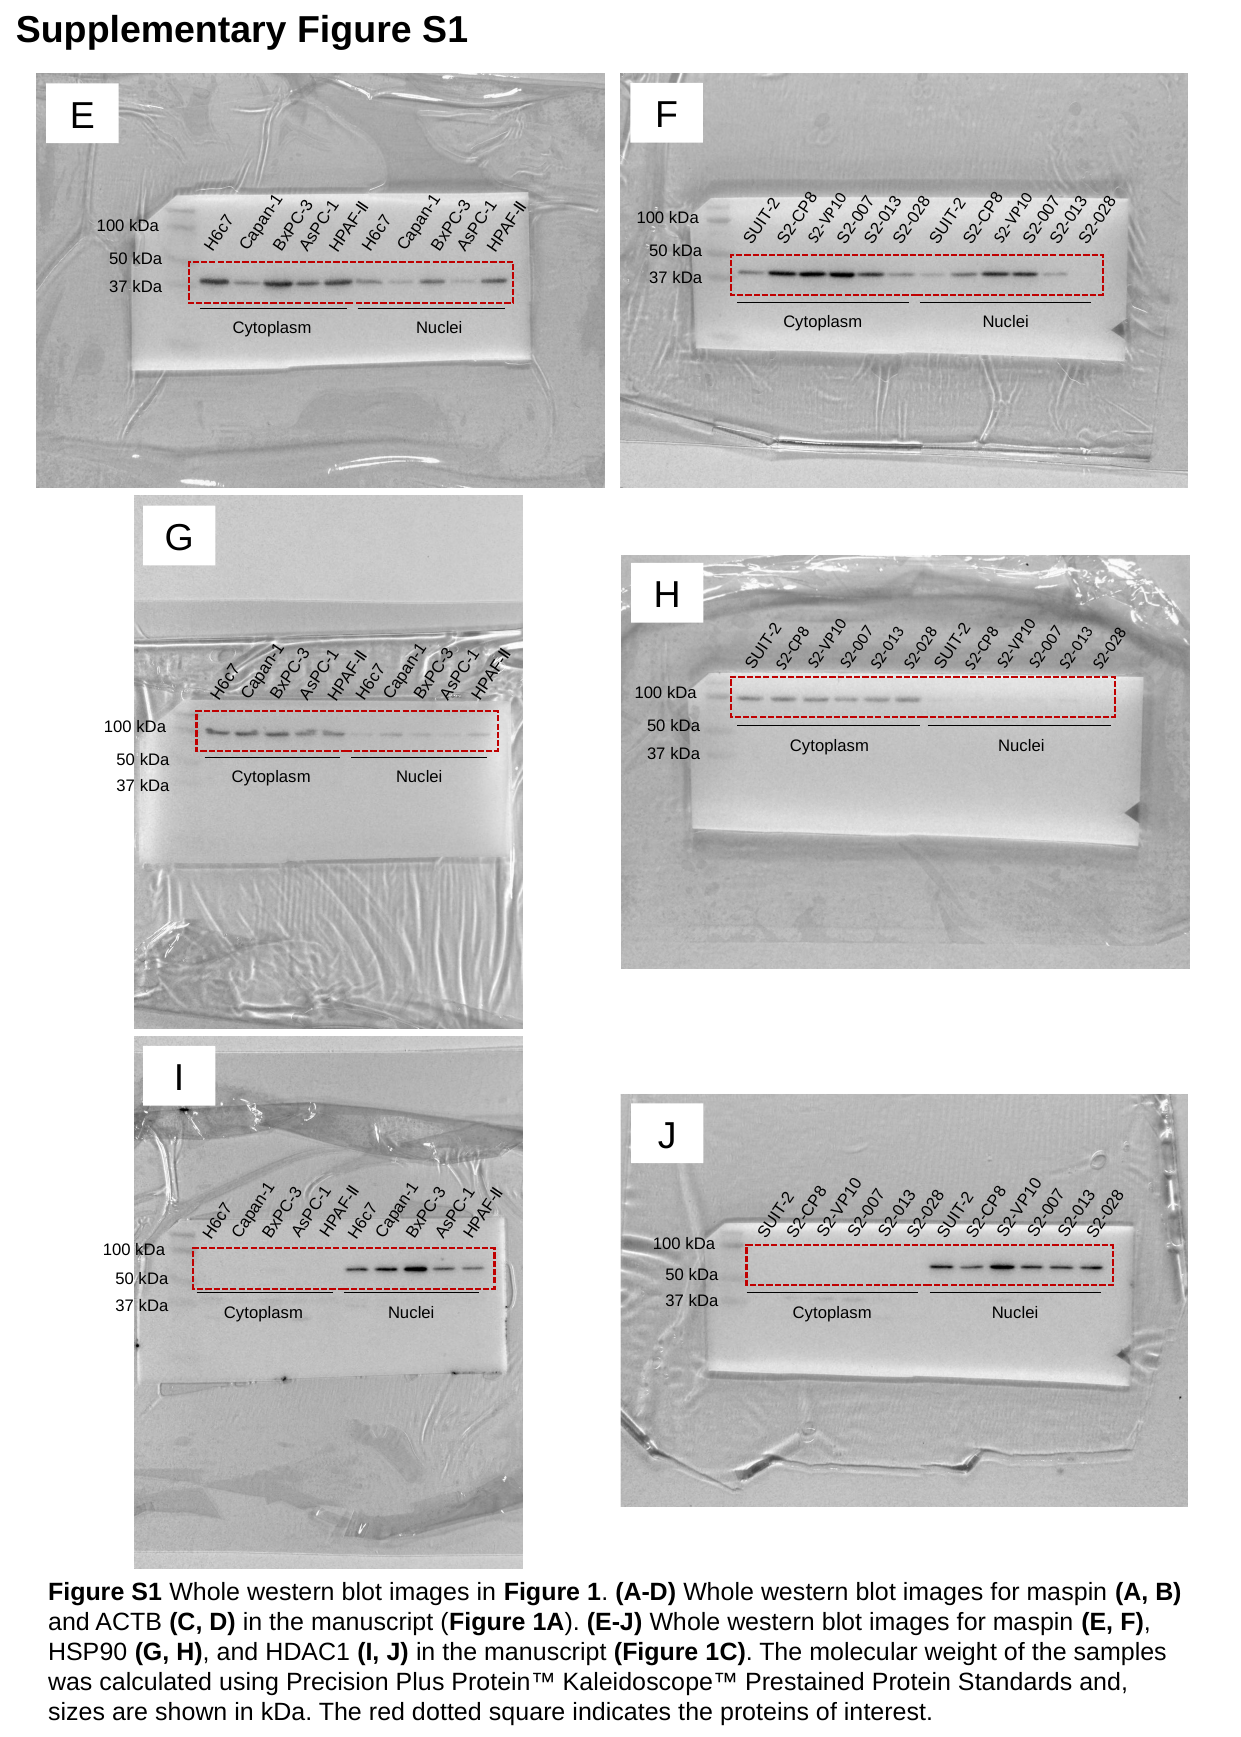

Supplementary Figure S1
F
E
S2-VP10
S2-VP10
Capan-1
Capan-1
BxPC-3
BxPC-3
AsPC-1
AsPC-1
HPAF-Ⅱ
HPAF-Ⅱ
S2-007
S2-007
S2-013
S2-013
S2-028
S2-028
S2-CP8
S2-CP8
SUIT-2
SUIT-2
H6c7
H6c7
100 kDa
100 kDa
50 kDa
50 kDa
37 kDa
37 kDa
Cytoplasm
Nuclei
Cytoplasm
Nuclei
G
H
S2-VP10
S2-VP10
S2-007
S2-007
S2-013
S2-013
S2-028
S2-028
S2-CP8
S2-CP8
SUIT-2
SUIT-2
Capan-1
Capan-1
BxPC-3
BxPC-3
HPAF-Ⅱ
AsPC-1
AsPC-1
HPAF-Ⅱ
H6c7
H6c7
100 kDa
50 kDa
100 kDa
Cytoplasm
Nuclei
37 kDa
50 kDa
Nuclei
Cytoplasm
37 kDa
I
J
S2-VP10
S2-VP10
HPAF-Ⅱ
AsPC-1
Capan-1
Capan-1
BxPC-3
BxPC-3
HPAF-Ⅱ
AsPC-1
S2-007
S2-007
S2-013
S2-013
S2-028
S2-028
S2-CP8
S2-CP8
SUIT-2
SUIT-2
H6c7
H6c7
100 kDa
100 kDa
50 kDa
50 kDa
37 kDa
37 kDa
Nuclei
Cytoplasm
Nuclei
Cytoplasm
Figure S1 Whole western blot images in Figure 1. (A-D) Whole western blot images for maspin (A, B) and ACTB (C, D) in the manuscript (Figure 1A). (E-J) Whole western blot images for maspin (E, F), HSP90 (G, H), and HDAC1 (I, J) in the manuscript (Figure 1C). The molecular weight of the samples was calculated using Precision Plus Protein™ Kaleidoscope™ Prestained Protein Standards and, sizes are shown in kDa. The red dotted square indicates the proteins of interest.

## Slide 3
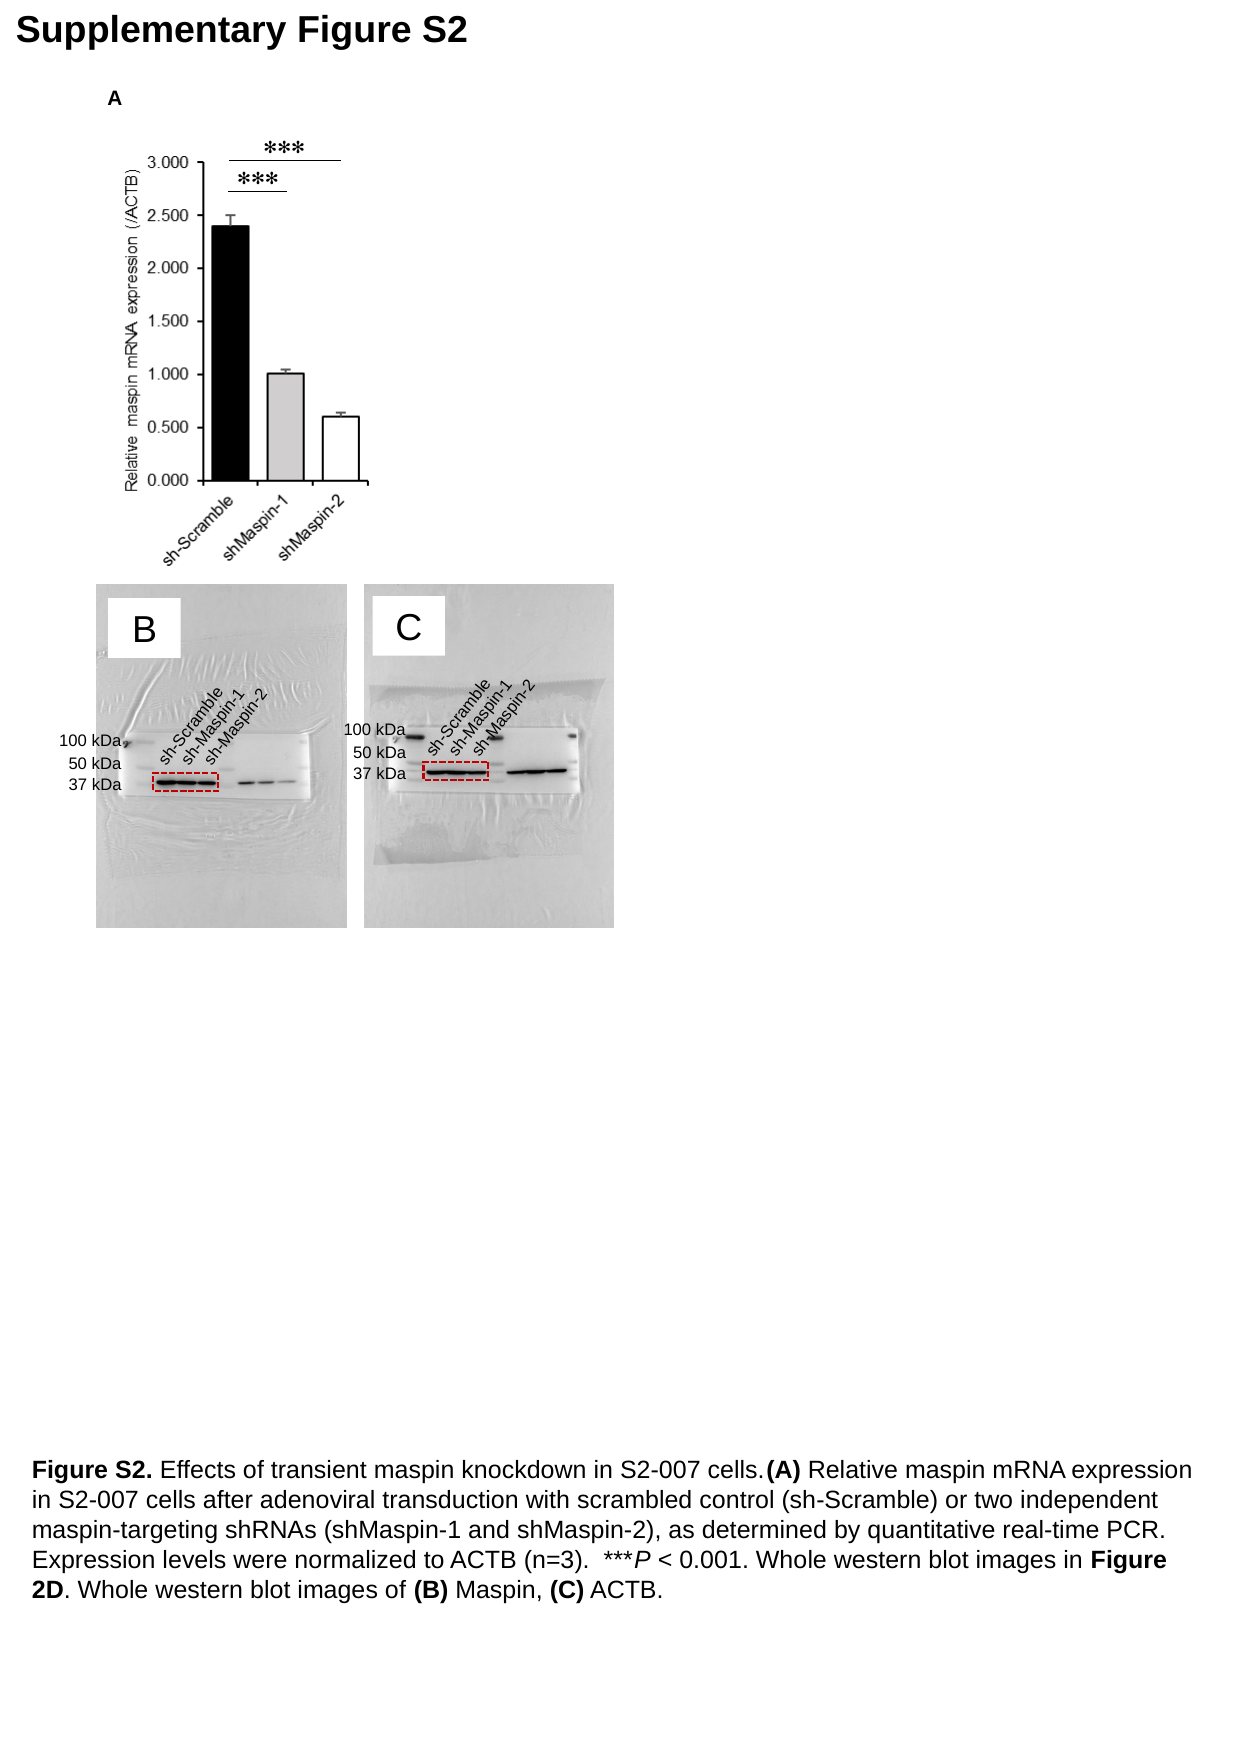

Supplementary Figure S2
A
✻✻✻
✻✻✻
C
B
sh-Scramble
sh-Maspin-1
sh-Maspin-2
sh-Scramble
sh-Maspin-1
sh-Maspin-2
100 kDa
100 kDa
50 kDa
50 kDa
37 kDa
37 kDa
Figure S2. Effects of transient maspin knockdown in S2-007 cells.(A) Relative maspin mRNA expression in S2-007 cells after adenoviral transduction with scrambled control (sh-Scramble) or two independent maspin-targeting shRNAs (shMaspin-1 and shMaspin-2), as determined by quantitative real-time PCR. Expression levels were normalized to ACTB (n=3). ***P < 0.001. Whole western blot images in Figure 2D. Whole western blot images of (B) Maspin, (C) ACTB.

## Slide 4
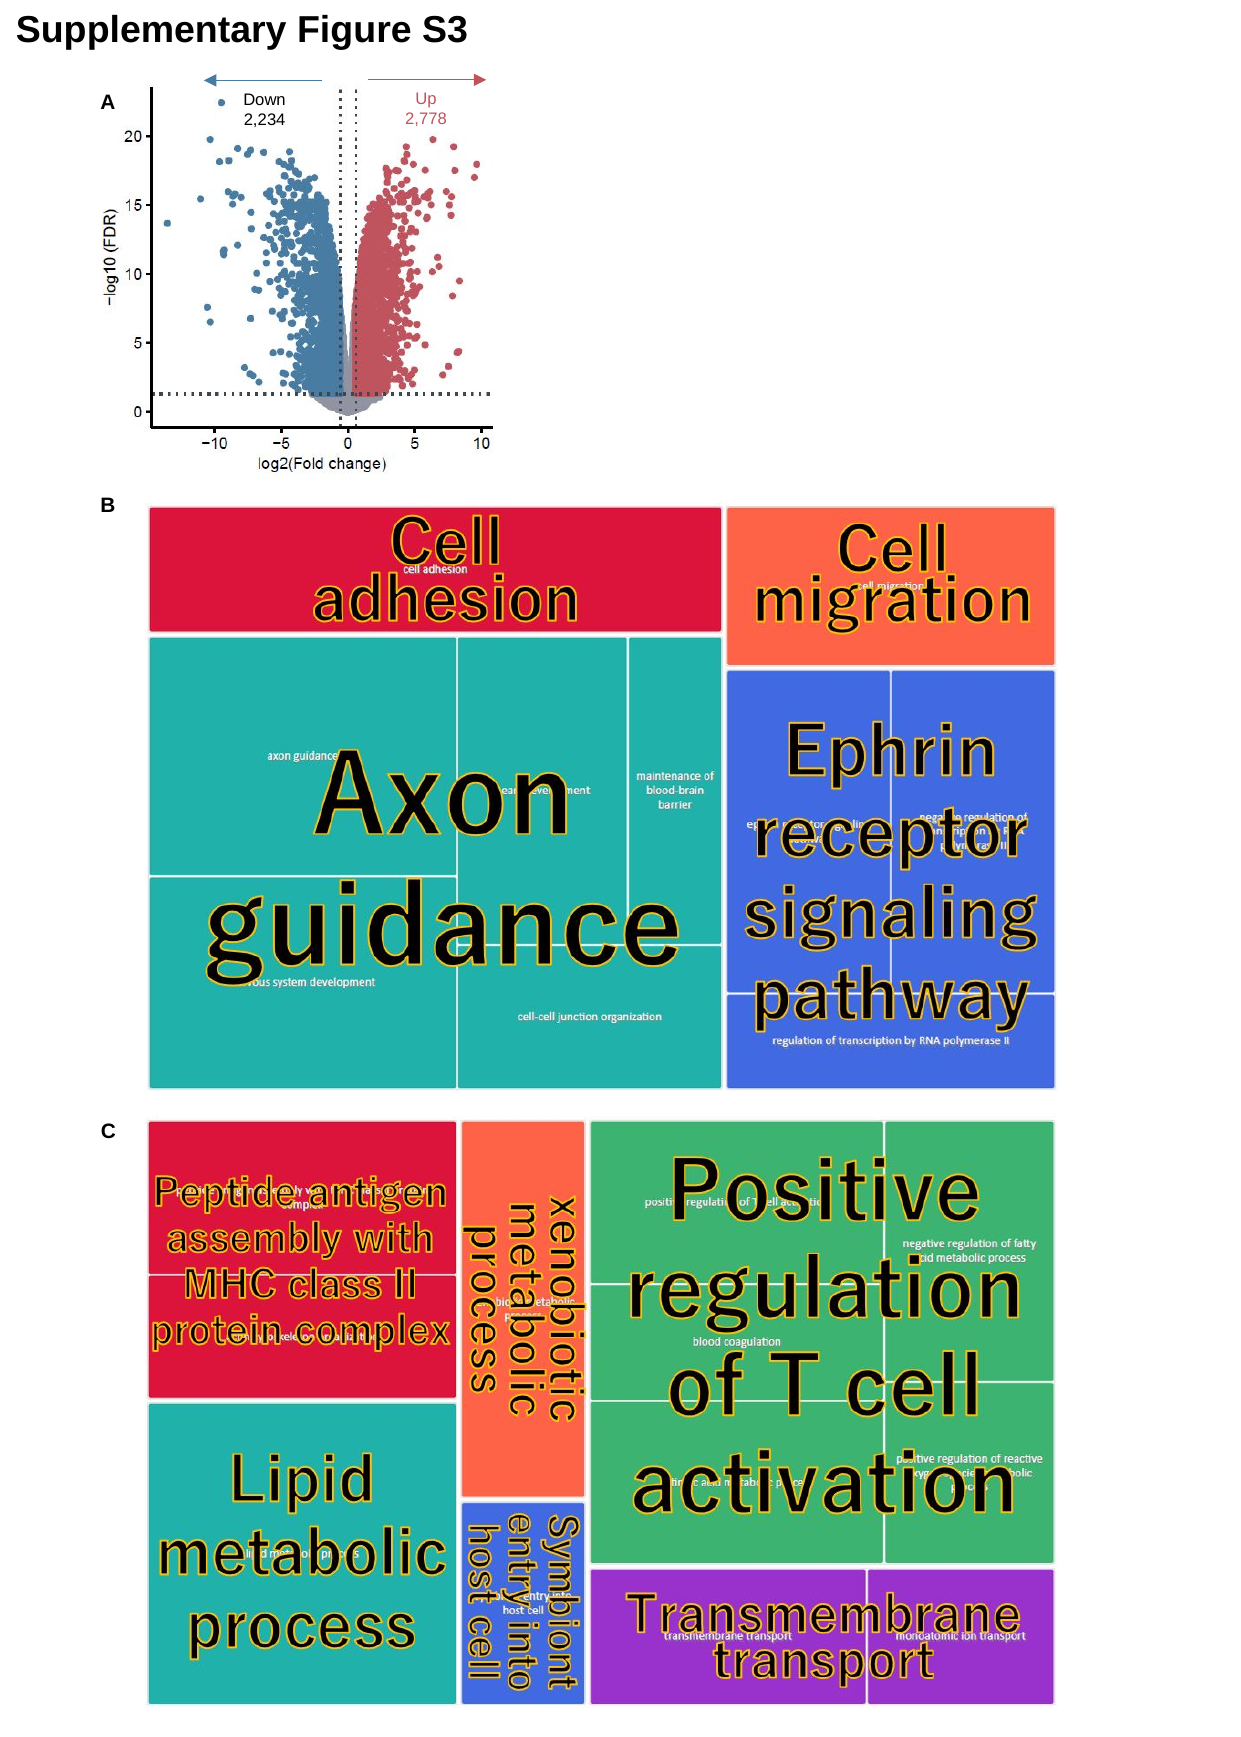

Supplementary Figure S3
Up
2,778
A
Down
2,234
B
C

## Slide 5
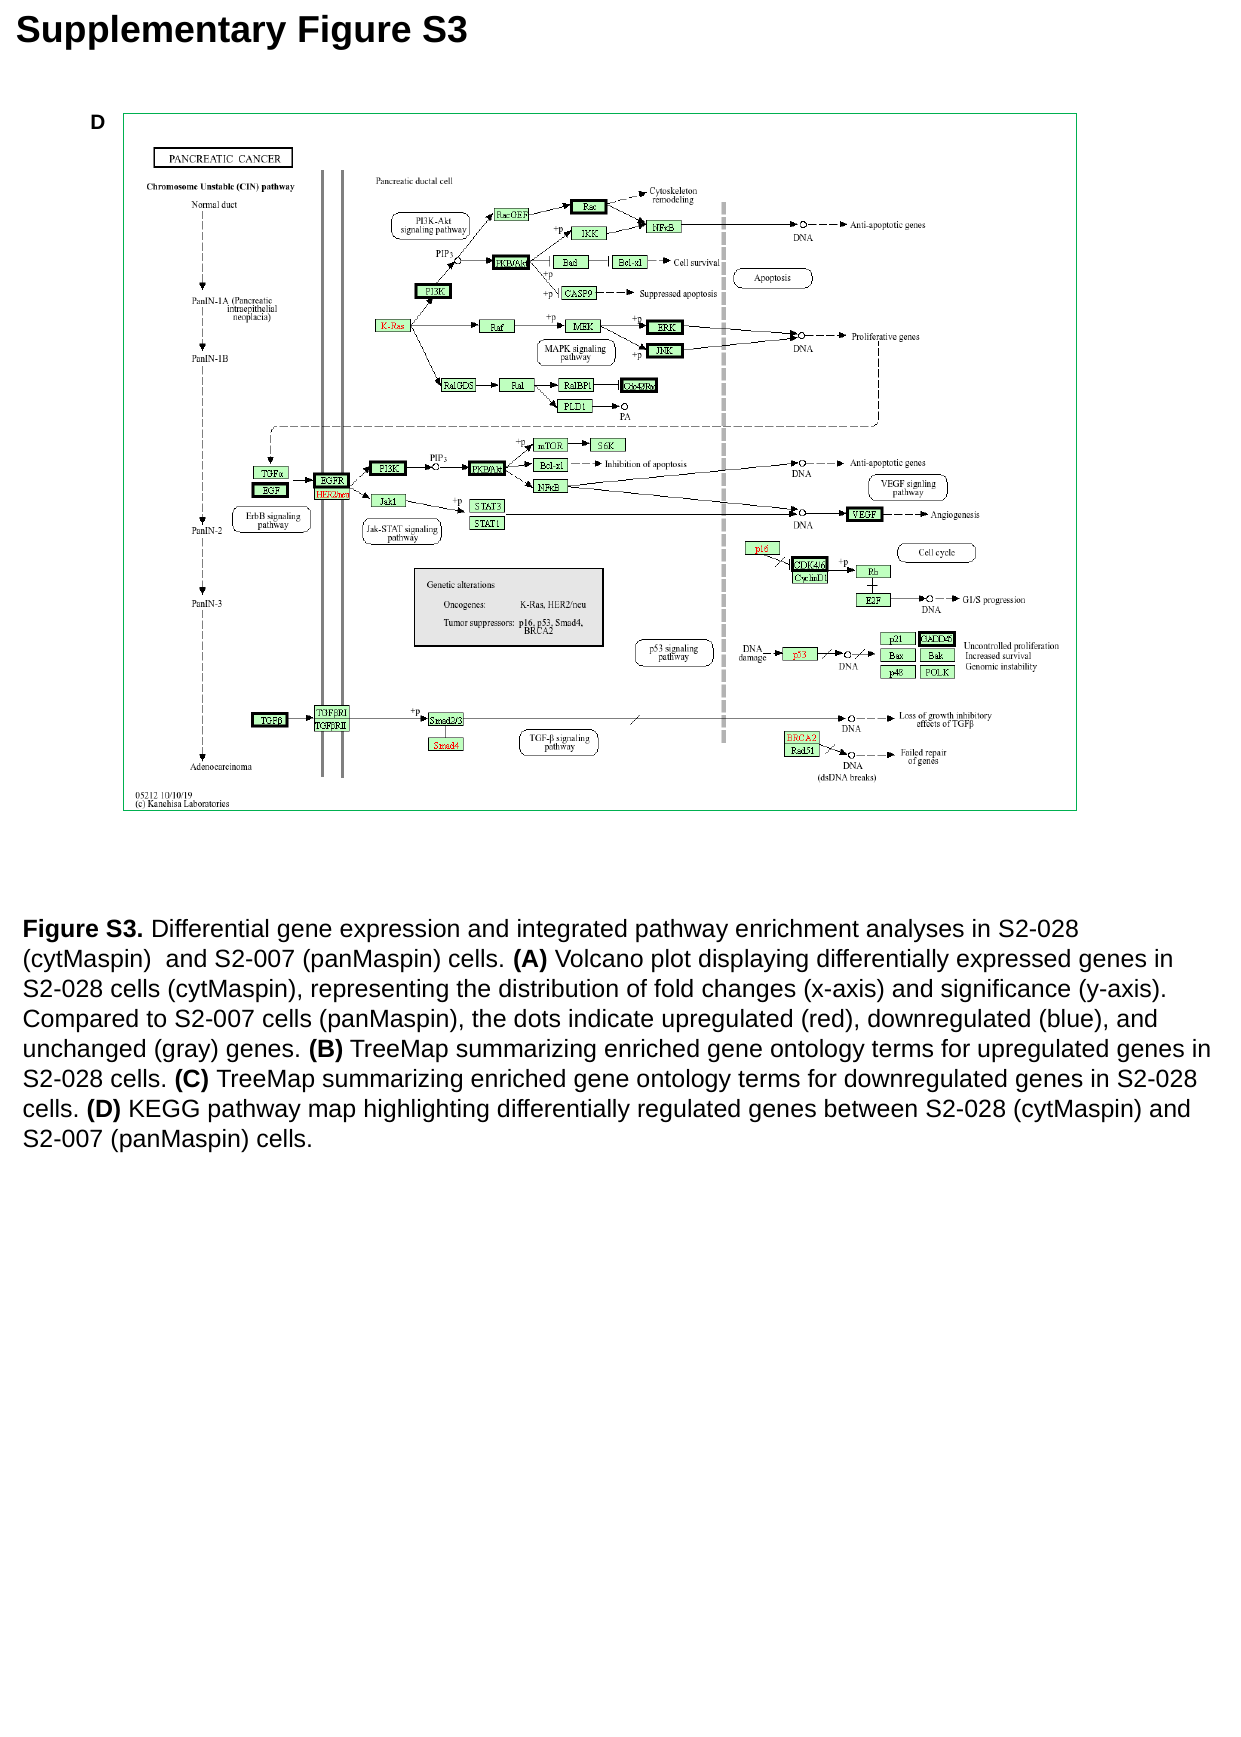

Supplementary Figure S3
D
Figure S3. Differential gene expression and integrated pathway enrichment analyses in S2-028 (cytMaspin) and S2-007 (panMaspin) cells. (A) Volcano plot displaying differentially expressed genes in S2-028 cells (cytMaspin), representing the distribution of fold changes (x-axis) and significance (y-axis). Compared to S2-007 cells (panMaspin), the dots indicate upregulated (red), downregulated (blue), and unchanged (gray) genes. (B) TreeMap summarizing enriched gene ontology terms for upregulated genes in S2-028 cells. (C) TreeMap summarizing enriched gene ontology terms for downregulated genes in S2-028 cells. (D) KEGG pathway map highlighting differentially regulated genes between S2-028 (cytMaspin) and S2-007 (panMaspin) cells.

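The volcano plot covers the fold change and the p-value of every gene tested. Of the 4858 DEGs from the deposited counts, 577 upregulated and 496 downregulated DEGs changed at least 4-fold, and the median size of the change was 1.14 on the log2 scale. Of the DEGs, 42 were at or under 3 counts in every library of one line, so their position along the fold-change axis depends on the prior count that the fit adds.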

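The TreeMap groups gene ontology terms that hold more upregulated DEGs than a background of genes would give, and each box is a term. The term annotations themselves were not used here. Cell adhesion is among the terms in the TreeMap, and DEGs were counted among the clustered protocadherins, a family of cell adhesion genes. No test for an excess of DEGs was run on this list. Of 46 clustered protocadherin genes that passed the expression filter, 12 were upregulated DEGs in S2-028 and 4 were downregulated, and adjusted over the list alone the counts were also 12 and 4. The median log2 fold change of the 46 genes was -0.15. Among the upregulated ones, PCDHAC2 had a log2 fold change of 2.78 (standard error 0.142, adjusted p = 1.20e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes of the alpha cluster share exons, and 47.6% of the sequence of PCDHAC2 also occurs in other genes and 46.9% of its exon bases lie under another gene, so the reads of single members are uncertain.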

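On the Pancreatic cancer map, 11 of the 12 boxes with a thick border held at least 1 upregulated DEG and none of the 35 other boxes did. The remaining one, of Cdc42 and Rac, was counted without the Rac genes, which were counted in a box of their own. CDK4, CDK6 and VEGFA were among the upregulated genes with the smallest adjusted p. CDK6 (NCBI gene 1021) rose from 70.03 ± 6.18 to 191 ± 10.2 normalized CPM (SD, n = 3), a log2 fold change of 1.48 (standard error 0.0693, adjusted p = 2.99e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VEGFA had a log2 fold change of 1.83 (standard error 0.0773). CDK4 rose from 113 ± 5.79 to 411 ± 33.4 normalized CPM, a log2 fold change of 1.89 (standard error 0.0676). Of the exon bases of CDK4, 44.2% lie under another gene, and the 50 genes nearest to CDK4 had a median log2 fold change of 0.96.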

## Slide 6
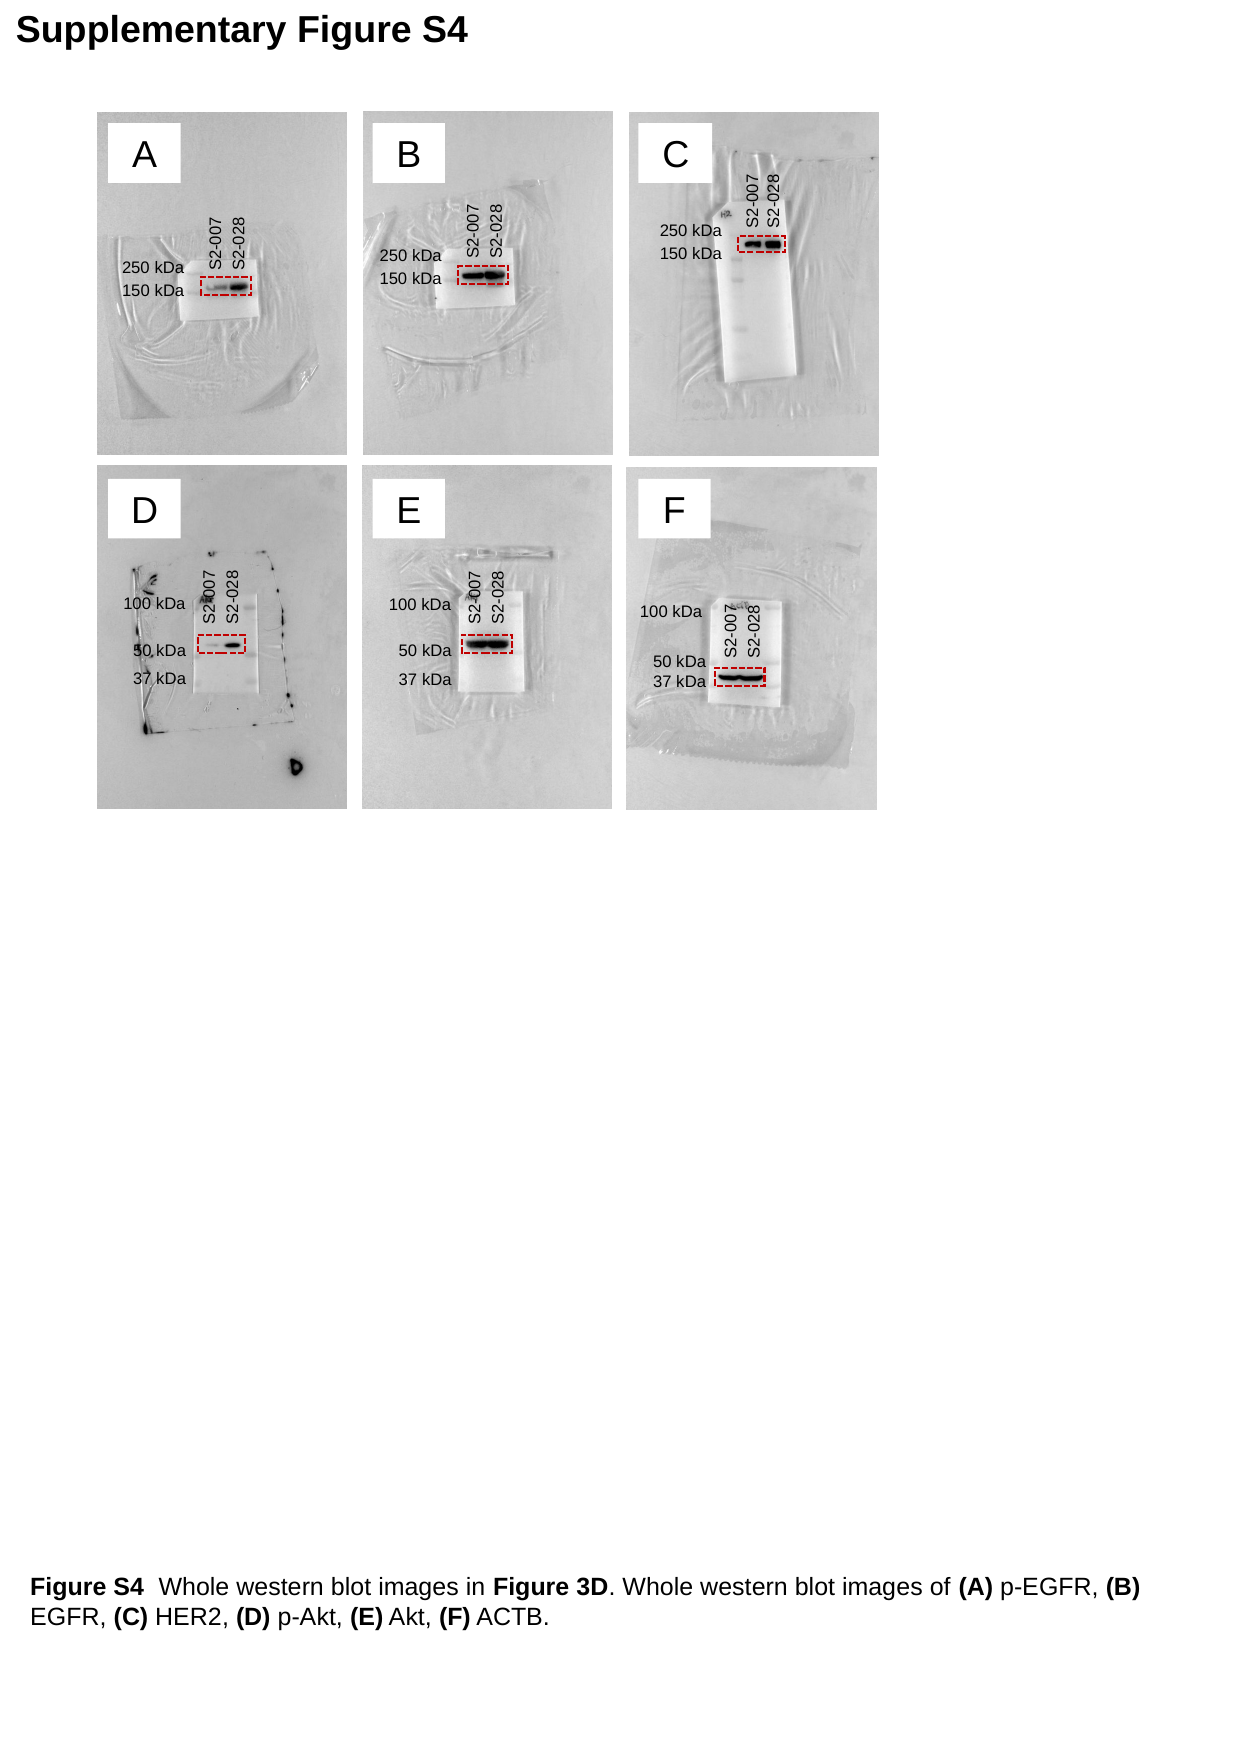

Supplementary Figure S4
B
C
A
C
S2-007
S2-028
S2-007
S2-028
250 kDa
S2-007
S2-028
150 kDa
250 kDa
250 kDa
150 kDa
150 kDa
E
D
F
S2-007
S2-028
S2-007
S2-028
100 kDa
100 kDa
100 kDa
S2-007
S2-028
50 kDa
50 kDa
50 kDa
37 kDa
37 kDa
37 kDa
Figure S4 Whole western blot images in Figure 3D. Whole western blot images of (A) p-EGFR, (B) EGFR, (C) HER2, (D) p-Akt, (E) Akt, (F) ACTB.

## Slide 7
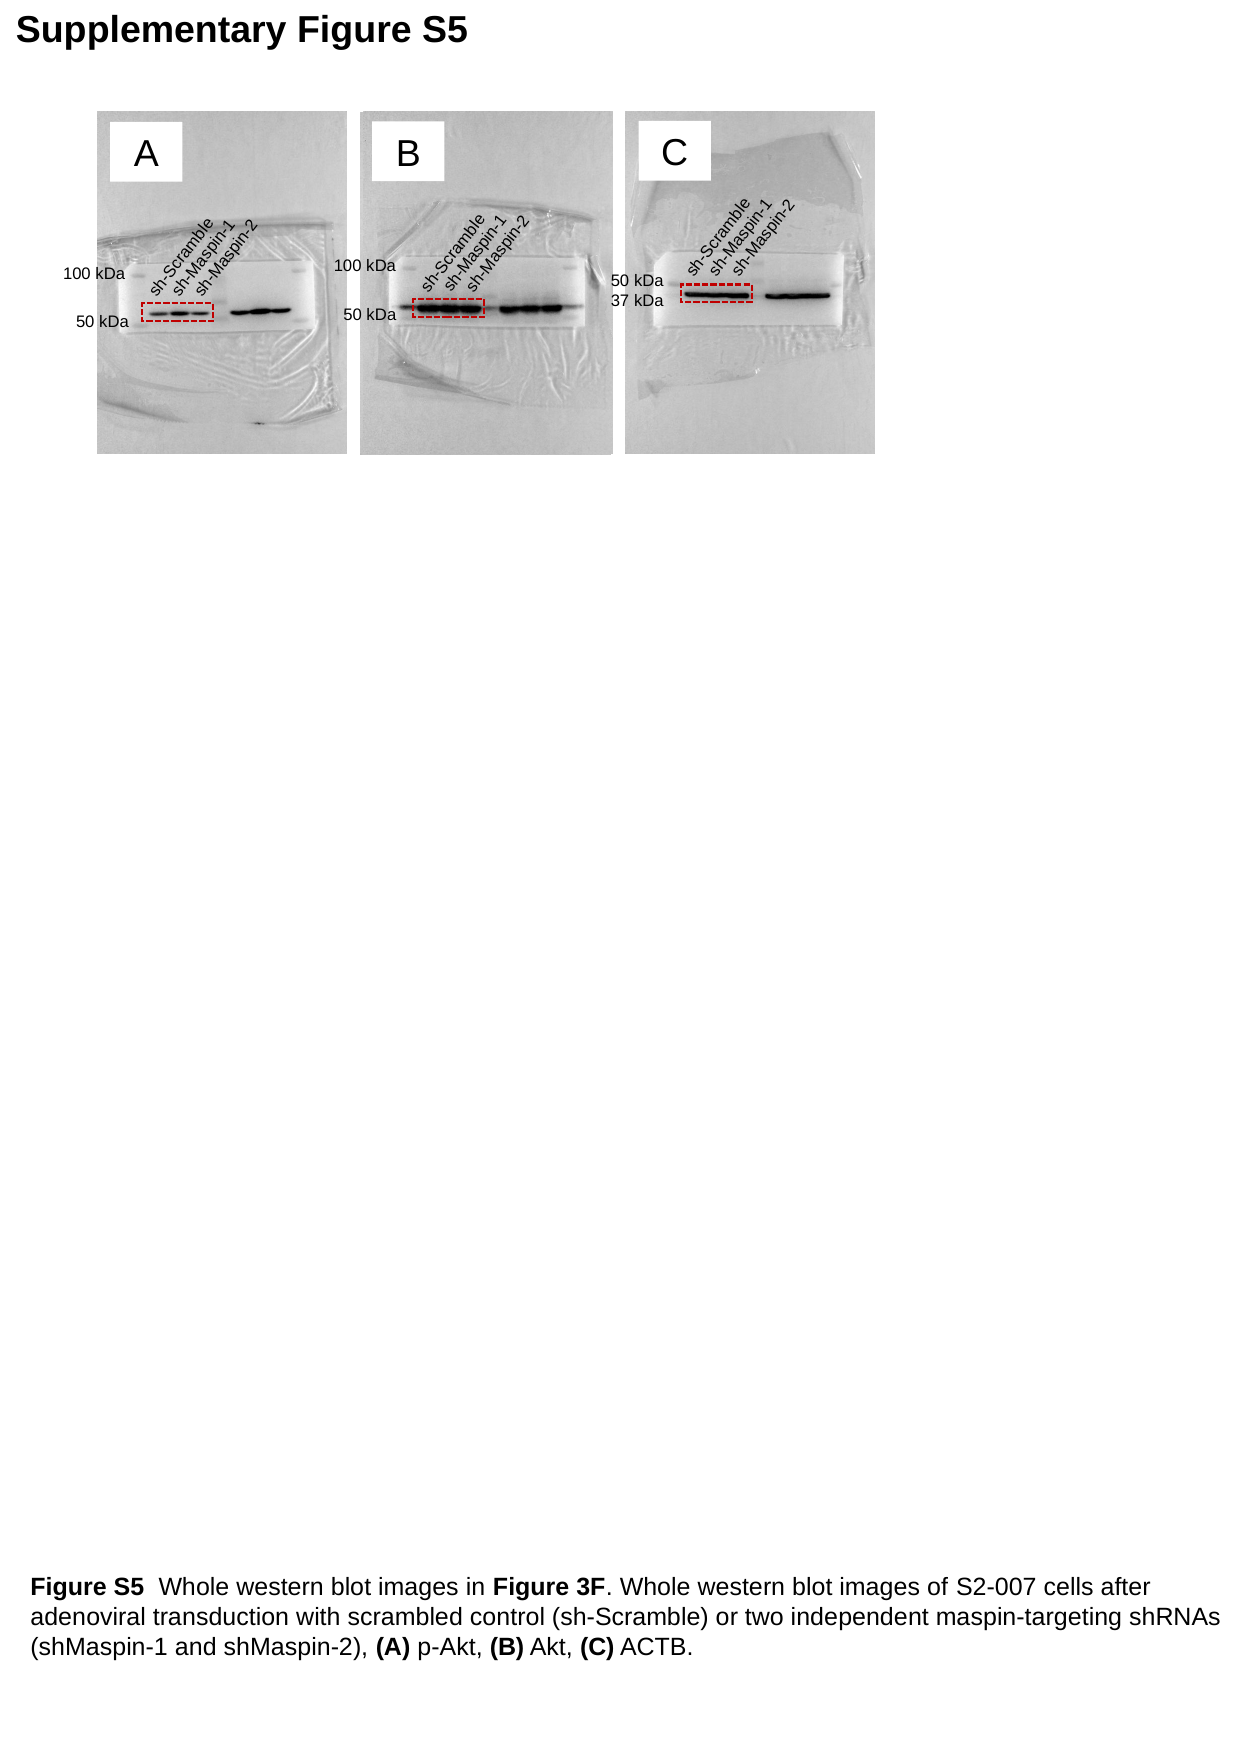

Supplementary Figure S5
C
C
C
B
B
A
F
S2-007, sh-Scramble
S2-007, sh-Maspin-1
S2-007, sh-Maspin-2
sh-Scramble
sh-Maspin-1
sh-Maspin-2
sh-Scramble
sh-Maspin-1
sh-Maspin-2
sh-Scramble
sh-Maspin-1
sh-Maspin-2
100 kDa
100 kDa
50 kDa
37 kDa
50 kDa
50 kDa
Figure S5 Whole western blot images in Figure 3F. Whole western blot images of S2-007 cells after adenoviral transduction with scrambled control (sh-Scramble) or two independent maspin-targeting shRNAs (shMaspin-1 and shMaspin-2), (A) p-Akt, (B) Akt, (C) ACTB.

## Slide 8
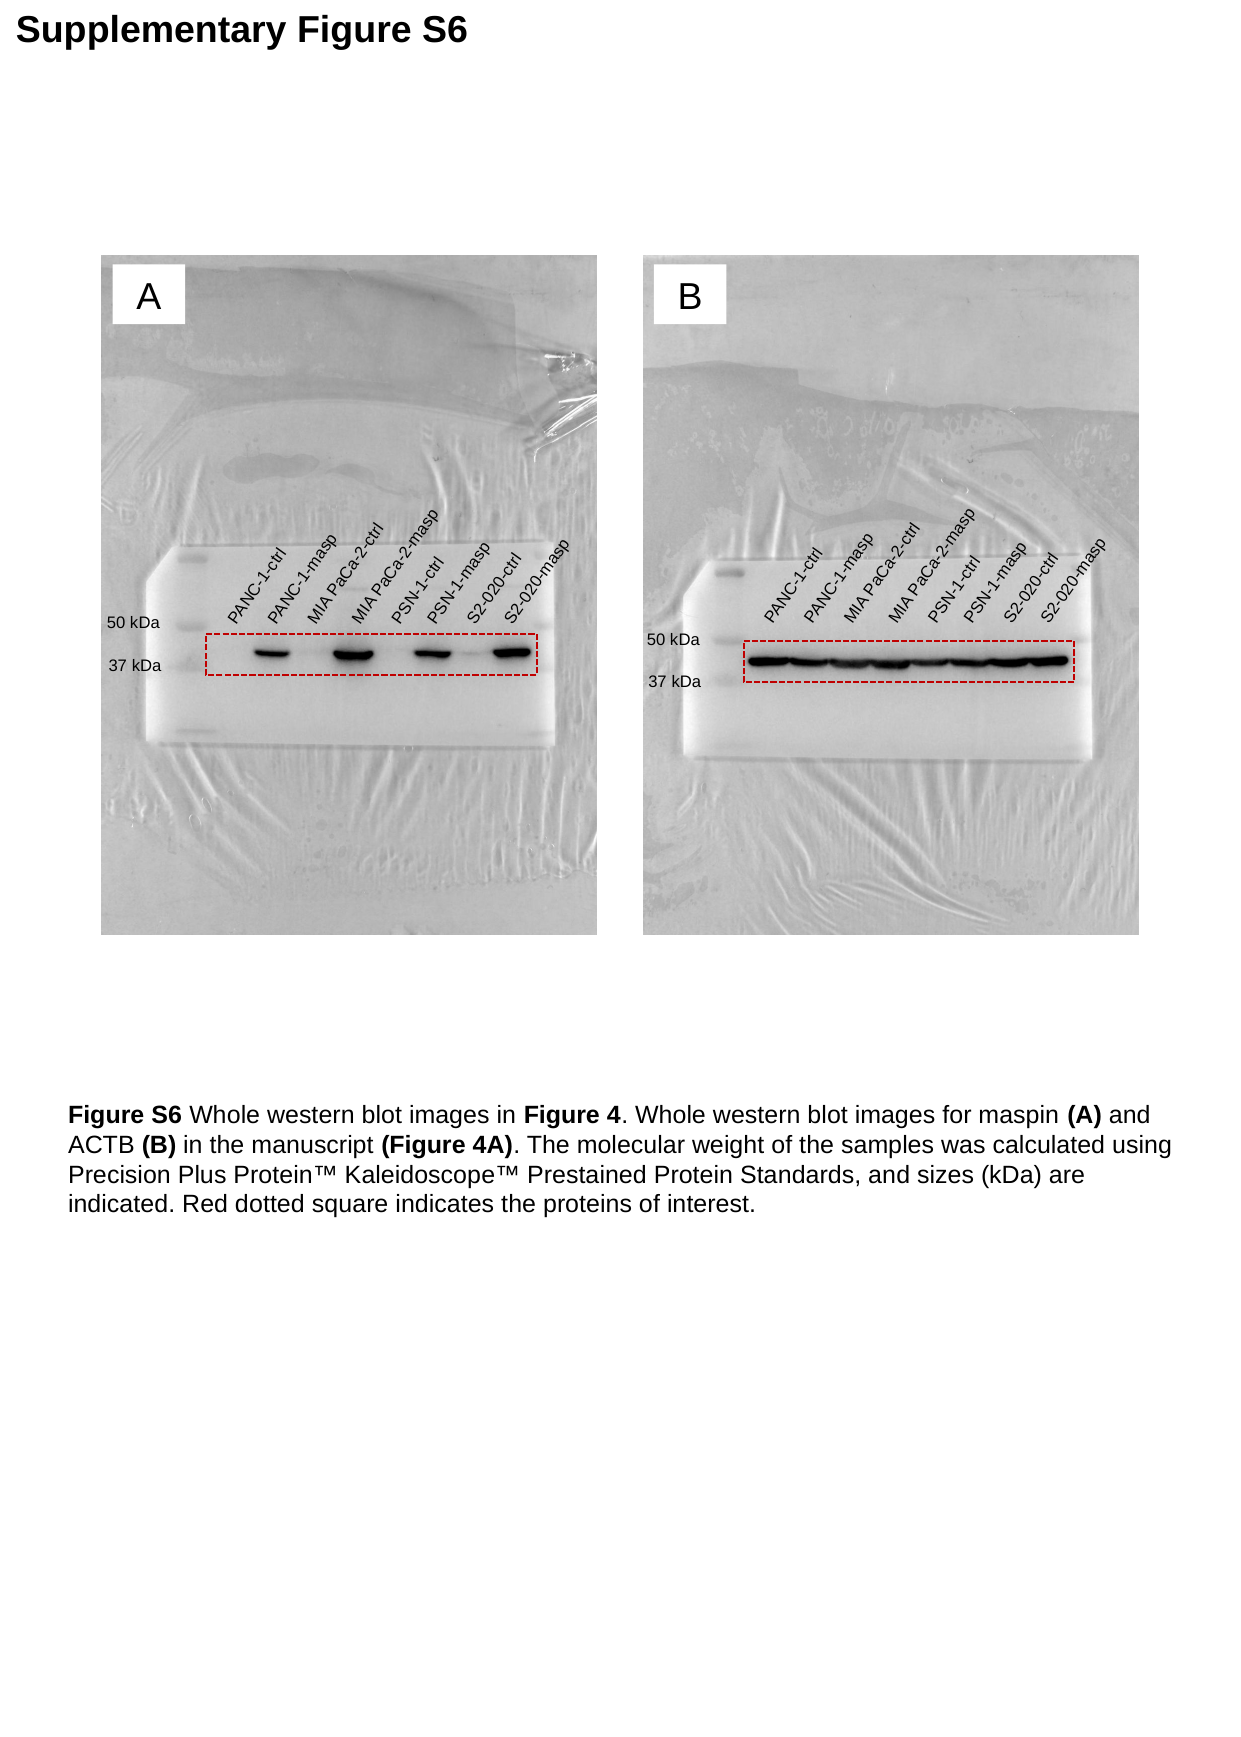

Supplementary Figure S6
A
B
PANC-1-ctrl
PANC-1-masp
MIA PaCa-2-ctrl
MIA PaCa-2-masp
PSN-1-ctrl
PSN-1-masp
S2-020-ctrl
S2-020-masp
PANC-1-ctrl
PANC-1-masp
MIA PaCa-2-ctrl
MIA PaCa-2-masp
PSN-1-ctrl
PSN-1-masp
S2-020-ctrl
S2-020-masp
50 kDa
50 kDa
37 kDa
37 kDa
Figure S6 Whole western blot images in Figure 4. Whole western blot images for maspin (A) and ACTB (B) in the manuscript (Figure 4A). The molecular weight of the samples was calculated using Precision Plus Protein™ Kaleidoscope™ Prestained Protein Standards, and sizes (kDa) are indicated. Red dotted square indicates the proteins of interest.

## Slide 9
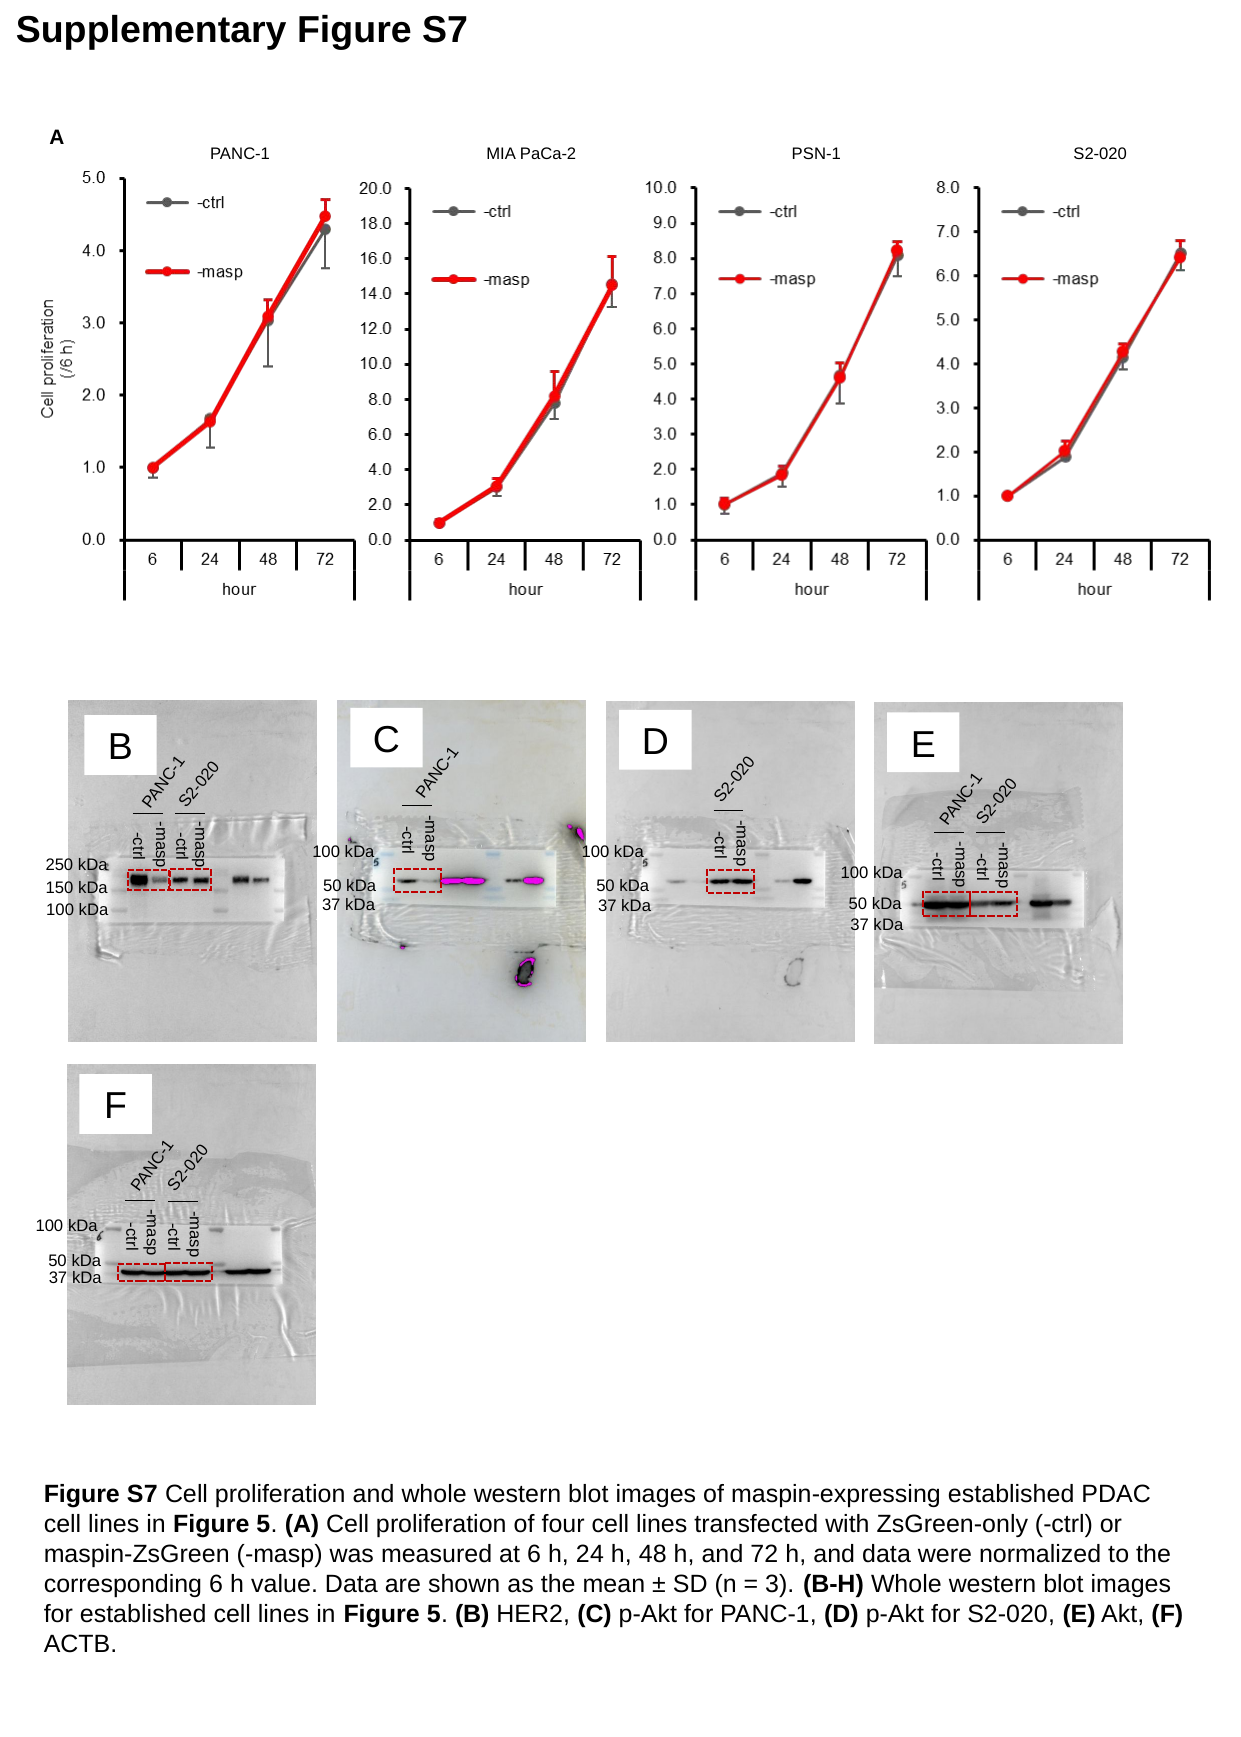

Figure 5
Supplementary Figure S7
A
PANC-1
MIA PaCa-2
PSN-1
S2-020
C
D
E
B
PANC-1
S2-020
PANC-1
S2-020
PANC-1
S2-020
-masp
-ctrl
-masp
-masp
-masp
-ctrl
-ctrl
-ctrl
100 kDa
100 kDa
250 kDa
-masp
-masp
-ctrl
-ctrl
100 kDa
50 kDa
50 kDa
150 kDa
50 kDa
37 kDa
37 kDa
100 kDa
37 kDa
F
PANC-1
S2-020
100 kDa
-masp
-masp
-ctrl
-ctrl
50 kDa
37 kDa
Figure S7 Cell proliferation and whole western blot images of maspin-expressing established PDAC cell lines in Figure 5. (A) Cell proliferation of four cell lines transfected with ZsGreen-only (-ctrl) or maspin-ZsGreen (-masp) was measured at 6 h, 24 h, 48 h, and 72 h, and data were normalized to the corresponding 6 h value. Data are shown as the mean ± SD (n = 3). (B-H) Whole western blot images for established cell lines in Figure 5. (B) HER2, (C) p-Akt for PANC-1, (D) p-Akt for S2-020, (E) Akt, (F) ACTB.

How the deposited data were processed for this re-analysis (not part of the article)

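RNA from the SUIT-2 sublines S2-007, S2-028 and S2-020 was sequenced as 3 libraries per line, 9 in all. The paper reports the comparison of S2-028 with S2-007. Each library was assigned to its line and replicate by its own label, and no library was left out.

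According to the paper, the libraries were strand-specific, the RNA was selected for a poly(A) tail, and the reads were filtered with Trimmomatic and aligned with BWA to GRCh38.p14. The authors deposited a table of the counts of reads mapped to each gene, as whole numbers without normalization, with 42717 genes. A further 2 lines of the table name no gene and hold a sum and a ratio per library, so they stayed out of library sizes and tests. The same table holds 18 columns of normalized signal that the authors computed from the counts, and these were not used here. The paper's text does not name the counting tool or how it treated reads with several matches, overlapping genes and strand. BWA does not join reads across introns, so reads over exon junctions can be lost or clipped, which affects genes with short exons more than others. The same aligner was used for all libraries, but whether the loss was alike in all lines was not tested. Of the gene identifiers, 42539 (99.6%) were found in the RefSeq gene table of GRCh38.p14, the build that the paper names, and coordinates were taken from it.

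The total count lay between 60328748 and 86253923 per library. The median was 72534872 in S2-007, 75685674 in S2-020 and 61237397 in S2-028. A count of 3 was taken as the floor under which a gene cannot be told from absent, and a fold change against a line at that floor was given as a lower bound. Floors of this kind cover counting error only, since PCR copies were not marked. No pair of libraries was close enough to be one library deposited as separate samples, because the chi-square statistic per gene was at least 8.41 between libraries of one line. It was between 231 and 351 between libraries of different lines, and each of the 9 libraries was nearest to a library of its own line. The labels and the paper name no batch.

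Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, with a minimum count of 10 and a minimum total of 15, normalized by the TMM method and tested with the quasi-likelihood F-test (glmQLFit and glmQLFTest with their default options), with only the 6 libraries of the lines compared in each fit. The paper's text names a likelihood ratio test, whereas the title of Supplementary Table S3 and its statistics are those of the quasi-likelihood test, so the latter was used and the former was an alternative. DEGs were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 0.585 in either direction, the thresholds of the paper. The standard error of a log2 fold change was computed from its size and the F statistic. CPM are counts scaled to library size. Those printed for a gene are TMM-normalized, and logarithms of them use a prior count of 2. Their TMM factors come from all 9 libraries, those of each fit and of the enrichment score from 6, so the ratio of printed CPM can differ slightly from a fold change.

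On simulated counts for 26371 genes, drawn from the means and library sizes of the real libraries with 200 genes changed by known folds, the procedure recovered 186 of the changed genes (93.0%) and called 5 unchanged genes. The median error of the log2 fold changes was 0.0891 over the changed genes. These genes were drawn from well-counted genes only, and their folds lay over the fold-change threshold. The recovered share therefore does not carry over to genes of low abundance or to changes near the threshold.

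Lists of genes were fixed before the data were examined. They were the genes on the maps of Figure 3A (84 genes) and Supplementary Figure S3D (75 genes), the axon guidance families, the MHC class II genes, the 15 genes of Figure 3C, the replication-dependent histone genes, the UGT1A genes, the clustered protocadherins, and markers of proliferation, epithelial and mesenchymal cells. The boxes of both maps were expanded to gene symbols by hand, so the lists may differ from those of the tool that drew the maps. The first 4 lists were tested for an excess of DEGs with one-sided Fisher's exact tests against all genes tested, and with camera and fry of limma 3.58.1. These 4 lists follow results that the paper drew from the same libraries, so their tests are not independent of those results. Gene ontology terms and pathway collections were not analysed here. The enrichment score was computed as in gene set enrichment analysis, with all 20 arrangements of the 6 labels in place of the paper's random permutations.

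Genes named in the text were chosen by a rule written before the data were examined. They are the genes that the paper names in its RNA-seq results or in Figure 3, the 3 genes with the largest fold change in each direction among DEGs with a mean log2 CPM of at least 3 and separated libraries, and at most 4 called genes of each list, those with the smallest adjusted p. At most 4 marker genes are named. Results that need some further genes are not reported here. For these genes the share of their transcript sequence found in other genes (in words of 31 bases) and the share of their exon bases that lie under another gene were computed with Python 3.11.15, and shares of 10% or more are given where a value of the gene is discussed.

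The alternatives set before the data were examined were DESeq2 1.42.0, the likelihood ratio test, RLE size factors, no filter on low counts, at least 10 counts in every library, all 9 libraries in one fit, the replicate number as a block, a test against a 1.5-fold change (glmTreat), each library left out in turn, camera and fry for the lists, and other rankings, weights and random lists for the enrichment score. Further settings were added after the data had been seen. Medians of neighbouring genes used genes with a mean log2 CPM of at least 2. Changes of log2 fold changes with depth, GC content and transcript length were checked by thinning and by removing each library's trend.

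The copy of Supplementary Table S3 that was used holds 1998 genes, and the paper gives 26371. Its log2 fold changes were set beside those computed here gene by gene, and 95.7% of the 1998 differed by less than 0.01. No test was run on that copy.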

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

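The tests of other splits, of the variation of histone RNA between libraries and of the correlation against shared libraries were set before the data were examined, those of depth, GC content and transcript length after the numbers of DEGs and before their own results had been seen, and the other tests in this part were chosen after the result was seen.

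S2-020 is a SUIT-2 subline that the paper groups with lines of low endogenous maspin expression and uses for stable expression of maspin, but it reports no RNA-seq of it. By counts per gene, the S2-020 libraries lay further from both other lines than these did from each other, with a chi-square statistic per gene of at least 290 against at most 249. S2-020 against S2-007 gave 5769 DEGs, 2552 upregulated and 3217 downregulated in S2-020, of 26657 genes tested. S2-028 against S2-020 gave 5788 DEGs, 3153 upregulated and 2635 downregulated in S2-028, of 26031 genes. For each comparison, the real split was 1 of 10 splits of the 6 libraries with as many DEGs, and the share of splits cannot be lower than that. The 9 other splits gave 0 DEGs each, with between 358 and 517 genes at an unadjusted p under 0.05 in the first comparison and between 360 and 461 in the second, against 12164 and 11854 for the real splits. Every other split mixes both lines within each group, which widens the spread there. Few DEGs were thus bound to come out, and the splits do not measure how many DEGs arise by chance. A difference in depth is argued against by thinning all libraries to 60328748 counts, after which 5530 and 5637 of the same DEGs were called. Removing the trend with GC content kept 3203 of 3380 and 3171 of 3431 DEGs among annotated genes with a mean log2 CPM of at least 2. Removing the trend with transcript length kept 3190 and 3171. Swapped single libraries are argued against by the 9 of 9 libraries that were nearest to a library of their own line. Neither the labels nor the paper give a batch, so none was tested. Differences between the sublines as clones remain a hypothesis.

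Of the DEGs, 2665 were called in both comparisons with S2-007, and 2136 of these went the same way. Across 11842 genes, which are not independent replicates, the log2 fold changes of S2-028 and S2-020 against S2-007 had a correlation of 0.400. Groups without any difference, all simulated from the S2-007 means, gave correlations between 0.479 and 0.512 in 20 simulations. In those simulations every fold change was noise, whereas many genes differ between the real lines. The simulations therefore cannot tell how much of the observed correlation comes from the shared libraries. Both sets of fold changes were taken against S2-007, so the correlation alone does not show a program shared by S2-028 and S2-020.

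SERPINB5 drew attention because the paper studies maspin protein and gives no mRNA level in S2-020. The mRNA was 6.49 ± 0.439 normalized CPM (SD, n = 3) in S2-020, a log2 fold change of -5.04 against S2-007 (standard error 0.0700, adjusted p = 1.02e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries of S2-020 lay below all libraries of the other lines. S2-028, at 2.08 above S2-020 on the log2 scale (standard error 0.104), lay between the other lines. Reads of other genes are argued against by the sequence of SERPINB5, of which 1.59% occurs elsewhere. A loss of the chromosomal region is argued against by the 50 nearest genes, whose median log2 fold change was 0.24 in S2-020 and 0.01 in S2-028 against S2-007. A deletion of the whole gene in all cells is argued against by its counts, at least 436 in every library of S2-020 and S2-028. Regulation of the gene in each subline remains open and was not tested, as do a deletion within the gene or in part of the cells and methylation of the promoter, which the paper names as likely in S2-020.

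MHC class II genes were set apart in S2-020 as well, a line outside the paper's transcriptome comparison. Of 16 genes tested, 13 were downregulated in S2-020 against S2-007, with a median log2 fold change of -3.73. The median was -3.22 with the 1 gene at the floor of 3 counts placed at its bound. With at least 10 counts required in every library, 8 downregulated genes were left. That filter removes genes with few counts by its construction, HLA-DRA among them, which had between 4 and 8 counts in the S2-020 libraries. Between 11 and 13 were called with each library left out in turn. HLA-DRA had a log2 fold change of -9.47 (standard error 0.148) and HLA-DRB1 of -6.93 (standard error 0.133), with adjusted p of 5.31e-20 and 7.66e-19 from edgeR's quasi-likelihood test. Shared sequence between class II genes is argued against by the 8 genes with under 10% shared sequence, of which 7 were downregulated. A loss of the region is argued against by the 50 genes nearest to HLA-DRA, whose median log2 fold change was -0.0745. A difference in the regulation of these genes between sublines is a hypothesis that was not tested.

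Replication-dependent histone genes are not discussed in the paper's RNA-seq results. Their mRNA carries no poly(A) tail in most cases, so they stand out in libraries made by poly(A) selection. Of 52 replication-dependent histone genes tested, 29 (55.8%) were upregulated in S2-028 against S2-007, with a median log2 fold change of 1.71, and 1 was downregulated. Between 24 and 29 were called with each library left out in turn and between 24 and 32 under the other settings. Adjusted over the list alone, 32 were upregulated. H1-2 had the smallest adjusted p, with 346 ± 47.3 normalized CPM (SD, n = 3) in S2-028 and 12.0 ± 0.0924 in S2-007, a log2 fold change of 4.88 (standard error 0.0919). Together the histone genes took 1602 ± 163 CPM (SD, n = 3) in S2-028, 698 ± 79.0 in S2-007 and 236 ± 16.1 in S2-020. Varying carry-over between single libraries is argued against, since the lowest share in S2-028 was 1.86 times the highest in S2-007. Carry-over of RNA without a poly(A) tail in general is argued against by other such RNAs. Of 28 small nuclear, nucleolar and similar RNAs with a mean log2 CPM of at least 0, 2 (7.14%) were upregulated, with a median of -0.11, and over all 149 tested the median was 0.01. The percentage replaced the median as the test after the median had been seen. Reads of near-identical copies are argued against, since 12 of 20 histone genes with under 10% shared sequence (60.0%) were upregulated, against 55.2% of the others. Faster proliferation of S2-028, which the paper reports in Fig. 2A, is argued against as the whole cause by the 15 proliferation markers, of which 0 rose as much as the median histone gene. The highest of them was at 0.99. On chromosome 6 the window between 11.3 and 26.5 Mb, which holds H1-2 and 13 other upregulated histone genes, was raised beyond the shuffles at a median of 0.55, these histone genes included. A regional gain there may add to the change, but 13 of the 14 genes stayed over the fold-change threshold relative to that median. A copy-number gain of the histone clusters is argued against as the whole cause because all 29 of the upregulated genes stayed over the fold-change threshold relative to their 50 nearest other genes, whose medians lay between -0.27 and 0.16. Histone mRNA that ends in a poly(A) tail in S2-028, or a difference in the processing of its 3′ end, is a hypothesis left open. A carry-over specific to histone RNA that follows the lines stays open too.

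Among the genes of the ErbB map, 6 went one way in S2-028 and the other way in S2-020, each relative to S2-007. The map as a whole was not reversed. In S2-020 against S2-007, 17 of its 84 genes were upregulated and 12 downregulated. The upregulated genes were in excess there too (one-sided Fisher's exact test, unadjusted p = 0.00228), so such an excess was not confined to S2-028. The median log2 fold change of the map was 0.16 in S2-020 and 0.16 in S2-028, each against S2-007. For the 6 genes, the difference was tested by comparing S2-028 with S2-020 directly. The log2 fold change of S2-028 over S2-020 was 4.15 for ERBB3 (standard error 0.0867), 3.11 for AREG (standard error 0.0646), 2.47 for EGFR (standard error 0.0501), 1.85 for CBLB (standard error 0.166) and 1.4998 for HBEGF (standard error 0.163). It was -1.52 for CAMK2D (standard error 0.0779). The adjusted p lay between 5.68e-18 for EGFR and 2.87e-07 for HBEGF from edgeR's quasi-likelihood test. CAMK2D and CBLB fall outside the rule for named genes and were chosen after their values were seen. The 6 genes were picked because they were called in all comparisons, so their calls without S2-007 do not test whether the shared S2-007 libraries add to the contrast. ERBB3 fell by 3.47 on the log2 scale in S2-020 against S2-007 although its 50 nearest genes were higher there, at a median of 0.76. S2-020 had the least SERPINB5 and also the least EGFR and AREG mRNA of the 3 lines. With 3 lines, a relation between maspin and these genes cannot be tested.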

How the results depend on the processing

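The legacy = FALSE setting and 10 further fits were chosen after the result was seen, and the other settings in this part were set before the data were examined.

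For S2-028 against S2-007, the number of DEGs was 4858 and stayed within 1.5 times that number with DESeq2 (4894), the likelihood ratio test (5141), RLE size factors (4873), no filter on low counts (5042), at least 10 counts in every library (4502), all 9 libraries in one fit (4911) and each library left out (4641 to 4828). The test against a 1.5-fold change called 2977 (1674 upregulated, 1303 downregulated), fewer by its construction, since it asks for evidence that the change exceeds the threshold. The same test called 3639 DEGs for S2-020 against S2-007 and 3638 for S2-028 against S2-020. With each library left out, S2-020 against S2-007 gave 5488 to 5791 DEGs and S2-028 against S2-020 gave 5507 to 5723. After the data were seen, glmQLFit with legacy = FALSE was added and gave 5033 DEGs, and 10 further fits were chosen after comparison with the paper's supplement and gave between 4832 and 5224.

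Replicate numbers are shared between the lines. The deviations of same-numbered libraries from their line means had correlations between -0.02 and 0.01 over 9 pairs, 0 of them over 0.1, so the numbers do not pair the libraries. A fit with the replicate number as a block called 4865, 5650 and 5716 DEGs in the 3 comparisons and changed the side of the threshold of no list. The enrichment score with the replicate block was 0.380.

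The excess of ErbB map genes kept its side of the threshold with the DEGs of DESeq2, the likelihood ratio test, RLE size factors, both filters, all 9 libraries and the block, and with p from 2.43e-07 to 2.51e-05 across the 6 fits that each left out one library. Camera with an estimated correlation gave p of 0.156 for the ErbB map, 0.602 for the Pancreatic cancer map, 0.623 for the axon guidance families and 0.121 for MHC class II. With the preset correlation it gave 0.237 for the Pancreatic cancer map and 0.512 for the axon guidance families, whereas fry was under 0.05 for all 4 lists. For the Pancreatic cancer map, Fisher's exact test gave p = 0.0548 with the likelihood ratio test and 0.0900 with at least 10 counts in every library. Its p lay between 0.0164 and 0.0924 with each library left out, and between 0.00276 and 0.602 over the other settings. The cause was not tested.

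The enrichment score of 0.605 moved to 0.395 with log2 CPM in the ratio, 0.642 without a filter, 0.284 without weights, and 0.572 when ranked by the log2 fold change, and lay between 0.573 and 0.630 with each library left out. The normalized score of 1.73 moved to 1.06 with log2 CPM, 1.04 without weights, 1.01 with the replicate block and 1.84 without a filter. It lay between 1.19 and 1.75 with each library left out. The weights are part of the cause by construction, since AREG and EGFR hold 28.4% and 23.1% of the weight and count as 2 of 15 without it.

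Of 90 results for named genes, 85 kept their direction and their side of the threshold under the alternatives run for them, at most 13 each. The test against a 1.5-fold change and the settings added later were not run for named genes or for the 4 lists tested for an excess of DEGs. Over 1161 values, 3 lost their call, 0 gained one and 4 changed sign. EGF lost its call without replicate 3 of S2-007 or replicate 2 of S2-028, and HBEGF without replicate 3 of S2-028. Genes near 0 changed sign. With each library left out, TGFA lay between -0.0789 and 0.0241 (0.0210 without replicate 3 of S2-007, 0.0241 without replicate 2 of S2-028), SOS2 between -0.0542 and 0.0150 (without replicate 2 of S2-028), and CDK4 for S2-028 against S2-020 between -0.0101 (without replicate 1 of S2-028) and 0.104. The cause was not tested. The median of the mesenchymal markers, -0.98, was -0.35 without replicate 1 of S2-028 and -0.55 with all 9 libraries in one fit.

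Genes of low abundance in one line had the widest ranges over the settings. The log2 fold change of TMEM176B for S2-028 against S2-007 lay between -13.86 and -10.56 and that of ROBO2 between -4.83 and -3.59. For genes at or under 3 counts in one line only a lower bound of the fold change can be given.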

Differences from the paper's values

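The fits named below as chosen after the values had been seen are the only ones in this part that were chosen after the result was seen.

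The nominal p-value of the AREG-EGFR-RAS-ERK enrichment score is 0 in the paper's Supplementary Table S5. Over all 20 arrangements of the 6 labels it was 0.1, as the share of the 10 arrangements with a positive score that were as high as the real one. Such a share counts the real arrangement, so it cannot be 0, and its gap to the paper's value decides nothing. With 10 positive arrangements the smallest possible share is 0.1. Among the alternatives set before the data were examined, the share was also 0.1 without a filter on low counts. It was higher with log2 CPM in the ratio (0.4), without weights (0.4) and with the replicate block (0.6). With each library left out, 3 or 4 arrangements had a positive score, so the shares between 0.25 and 0.333 were the smallest possible. Against random lists of genes, a test without this limit, p was 0.0359 among the 4707 lists with a positive score. It was 0.0169 among all 10000 lists. The enrichment score itself was 0.605 here and is 0.59 in the paper, with a normalized score of 1.73 here and 1.70 in the paper. Over the alternatives for which it was computed, the normalized score lay between 1.01 and 1.84.

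The number of DEGs was 4858 here and is 5012 in the paper, which is within 1.5 times. With 10 fits chosen after the values had been seen, the nearest numbers were 5025 with robust dispersions and legacy = FALSE, and 5032 with trended dispersions and legacy = FALSE. The fits lay on both sides of 5012, between 4832 and 5224, and none gave exactly that number.

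The paper states that expression of Akt downstream of EGFR was higher in the cytMaspin model. Here AKT2 was higher in S2-028 (log2 fold change 0.65) and AKT1 was lower (-0.54).

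The paper states that the ErbB family was increased in S2-028. ERBB2 had a log2 fold change of 0.19, under the fold-change threshold, whereas EGFR, ERBB3 and ERBB4 were upregulated DEGs.

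The paper names the Pancreatic cancer pathway as one that was higher in S2-028. Its Supplementary Table S4 lists 25 pathways for upregulated genes, of which 0 are named Pancreatic cancer. The genes on the map of that pathway gave p = 0.0398 here (one-sided Fisher's exact test).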

Other observations

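The test for shifts of neighbouring genes was set before the data were examined, but the size of its windows and its expression limit were chosen after first looks at the values. The tests on single genes and on the ErbB map within this part were chosen after. The tests of other splits and of the UGT1A exons were set before.

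For S2-028 against S2-007, the real split was 1 of 10 splits of the 6 libraries with as many DEGs, the lowest share possible. The other splits gave 0 DEGs, with 378 to 677 genes at an unadjusted p under 0.05 against 10577 for the real split. They mix both lines within each group, so few DEGs were bound to come out, and they do not measure chance calls. For the 4 lists the real split was also 1 of 10, but splits without DEGs give a p of 1, so that count adds nothing for the lists.

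Log2 fold changes between S2-028 and S2-007 were not spread evenly along the genome. Of 462 windows of 50 neighbouring genes, 48 had a median log2 fold change beyond the largest of 1000 shuffles of gene positions, 0.40 in size. On chromosome 13, 176 of 202 genes were lower in S2-028, with a median of -0.61. On chromosome 12 between 56.3 and 64.5 Mb the median was 0.97, on chromosome 22 between 19.0 and 23.2 Mb it was 0.74, and on chromosome X between 87.5 and 109.5 Mb it was 1.01. The other comparisons had 21 of 456 windows (S2-020 against S2-007) and 37 of 457 windows (S2-028 against S2-020) beyond their shuffles. A simulated set of 4000 genes without shifts gave 0 windows, and 1 with a shifted segment gave 3, all on the segment. A candidate explanation is that the sublines differ in copy number over these segments, which the 48 windows would be consistent with. No DNA was measured, so regional differences in chromatin cannot be excluded.

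Copy-number differences that span the nearest 50 genes would not account for most of the ErbB result. Of the 24 upregulated genes of the ErbB map, 18 had neighbours that were not raised beyond the shuffles, EGFR (-0.04) and AREG (-0.23) among them. ERBB3, AKT2, CBLB and CRKL were among the other 6. Relative to their neighbours, 5 of these 6 were under the fold-change threshold, so a regional gain may account for the size of their change. CBLB and CRKL fall outside the rule for named genes and were chosen after their values were seen. AKT1 lies in a segment of chromosome 14 that was lower in S2-028, and its change relative to its neighbours was -0.09. A focal amplification of EGFR or of another single gene was not tested.

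All 9 UGT1A genes, which share their last exons, were downregulated in S2-028, with log2 fold changes between -5.84 and -4.26. Between 42.8% and 83.5% of their sequence occurs in other genes, and between 40.3% and 77.9% of their exon bases lie under another gene, so single members are uncertain. Reads of the shared exons as the whole cause are argued against by the spread of the log2 fold changes, whose range was 6.95 times the largest standard error. All 9 were also downregulated in S2-020. Regulation of the locus in S2-007 remains a hypothesis that was not tested.

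The 15 proliferation markers had a median log2 fold change of 0.00 for S2-028 against S2-007, with 1 upregulated, whereas the paper's Fig. 2A reports faster proliferation of S2-028. Of the 10 epithelial markers 7 were upregulated in S2-028, with log2 fold changes between -0.32 and 2.09 and a median of 0.82, among them CDH1 at 1.05 (standard error 0.0666). Of the 10 mesenchymal markers 8 were tested, with a median of -0.98, 4 downregulated and 2 upregulated, and VIM at -1.80 (standard error 0.0730). Of the exon bases of VIM, 24.6% lie under another gene. The median of the mesenchymal markers rests in part on replicate 1 of S2-028, without which it was -0.35, and it was -0.55 with all 9 libraries in one fit. In S2-020 against S2-007, the medians were 0.26, -1.97 and 1.02 for the proliferation, epithelial and mesenchymal markers. No explanation of these differences was tested.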
